# The Xbp1-regulated transcription factor Mist1 restricts antibody secretion by restraining Blimp1 expression in plasma cells

**DOI:** 10.3389/fimmu.2022.859598

**Published:** 2022-12-21

**Authors:** Miriam Wöhner, Theresa Pinter, Peter Bönelt, Astrid Hagelkruys, Daniela Kostanova-Poliakova, Johannes Stadlmann, Stephen F. Konieczny, Maria Fischer, Markus Jaritz, Meinrad Busslinger

**Keywords:** Mist1 (Bhlha15), Blimp1 (Prdm1), XBP1, plasma cell differentiation, antibody secretion, unfolded protein response (UPR), gene regulation

## Abstract

Antibody secretion by plasma cells provides acute and long-term protection against pathogens. The high secretion potential of plasma cells depends on the unfolded protein response, which is controlled by the transcription factor Xbp1. Here, we analyzed the Xbp1-dependent gene expression program of plasma cells and identified *Bhlha15* (Mist1) as the most strongly activated Xbp1 target gene. As Mist1 plays an important role in other secretory cell types, we analyzed in detail the phenotype of Mist1-deficient plasma cells in *Cd23*-Cre *Bhlha15* ^fl/fl^ mice under steady-state condition or upon NP-KLH immunization. Under both conditions, Mist1-deficient plasma cells were 1.4-fold reduced in number and exhibited increased IgM production and antibody secretion compared to control plasma cells. At the molecular level, Mist1 regulated a largely different set of target genes compared with Xbp1. Notably, expression of the Blimp1 protein, which is known to activate immunoglobulin gene expression and to contribute to antibody secretion, was 1.3-fold upregulated in Mist1-deficient plasma cells, which led to a moderate downregulation of most Blimp1-repressed target genes in the absence of Mist1. Importantly, a 2-fold reduction of Blimp1 (*Prdm1*) expression was sufficient to restore the cell number and antibody expression of plasma cells in *Prdm1* ^Gfp/+^ *Cd23*-Cre *Bhlha15* ^fl/fl^ mice to the same level seen in control mice. Together, these data indicate that Mist1 restricts antibody secretion by restraining Blimp1 expression, which likely contributes to the viability of plasma cells.

## Introduction

Plasma cells (PCs) provide protection of the host against infection by secreting high-affinity antibodies that recognize an almost unlimited number of pathogens (1). Activation of mature B cells in peripheral lymphoid organs leads to the differentiation of short-lived, antibody-secreting plasmablasts (PBs) and PCs, which can subsequently develop into quiescent long-lived PCs upon migration to survival niches in the bone marrow (1). The differentiation of mature B cells to PBs is associated with substantial changes in gene expression and cell morphology (1, 2). While the expression of B cell-specific regulators, like Pax5 and Ebf1, which maintain the B cell gene expression program, is downregulated during PB formation (2, 3), the increased expression of Irf4 and Blimp1 (*Prdm1*) promotes PB differentiation by activating PC-specific genes and repressing the B cell gene expression program (4–6). During the process of PB differentiation, the rearranged antigen receptor loci encoding the immunoglobulin heavy chain (*Igh*) and light chain (*Igk* and *Igl*) genes are strongly activated, and the *Igh* gene transcripts furthermore undergo a posttranscriptional expression switch from the membrane-bound form to the secreted form of the Ig heavy chain, which results in the production and secretion of large amounts of antibodies (1, 3). The PBs and PCs thereby undergo a massive change in morphology by enlarging their endoplasmic reticulum (ER), which promotes efficient antibody secretion and ensures their cell survival (1, 7).

The morphological change of PBs and PCs is a direct consequence of the unfolded protein response (UPR), which is induced by protein overloading of the ER and restores the folding, processing and export of proteins that pass through the ER (8). The essential UPR pathway of PBs and PCs is under the control of the ER-resident transmembrane protein Ire1α (*Ern1*), which is normally inactivated by the inhibitory Hsp70-type chaperone BiP (*Hsp5*) inside of the ER (8). Upon accumulation of unfolded proteins in the ER, BiP dissociates from Ire1α, which in turn activates the endoribonuclease activity of Ire1α that splices out 26 nucleotides from the cytoplasmic *Xbp1* mRNA, thus leading to a frameshift mediating translation of the transcriptionally active regulator Xbp1s (9, 10). Xbp1s activates the UPR gene expression program, thus resulting in a massive expansion of the ER and secretory protein apparatus (7). Consequently, antibody secretion is severely impaired upon inactivation of *Xbp1* in PBs and PCs (11–13). Xbp1 is, however, not essential for the generation of PBs and PCs (12), and its gene-regulatory function in these antibody-secreting cells has not yet been fully explored.

Our investigation of the Xbp1-dependent gene expression program in PBs by ChIP- and RNA-seq analyses revealed that the most strongly activated Xbp1 target gene is *Bhlha15* coding for the transcription factor Mist1 (14). Mist1 was previously shown to play an important role in other secretory cell types by inducing and maintaining their secretory cell architecture (14–18). Here, we used conditional gene inactivation combined with RNA- and ChIP-seq analyses to systematically investigate the role of Mist1 in PCs. Mist1-deficient PCs were decreased in the spleen and bone marrow under steady-state condition and upon immunization. Moreover, the antibody secretion was increased in Mist1-deficient PCs, in marked contrast to Xbp1-deficient PCs, as previously shown (12, 13). At the molecular level, Xbp1 and Mist1 regulated a largely different set of target genes. Notably, the PC-specific regulator Blimp1 was upregulated in Mist1-deficient PCs, which resulted in a moderate downregulation of most Blimp1-repressed target genes. Importantly, a two-fold reduction of Blimp1 expression in Mist1-deficient PCs rescued PC numbers and reduced antibody secretion to the same level observed in control PCs. Hence, these data indicate that Mist1 largely mediates its effects on plasma cells by restricting antibody secretion through restraining Blimp1 expression, which likely imparts PC viability.

## Results

### Analysis of the Xbp1-regulated gene expression program in plasmablasts

To identify regulated Xbp1 target genes contributing to antibody secretion in PBs and PCs, we performed RNA-seq and ChIP-seq analyses with *in vitro* generated PBs. To this end, we cultured splenic CD43^–^ B cells for 8 days in the iGB system on 40LB feeder cells (19). In this system, which mimics T cell help, naïve B cells are initially stimulated with BAFF, CD40 ligand and IL-4 for 4 days, followed by 4 days of stimulation with BAFF, CD40 ligand and IL-21, which promotes PB differentiation (19).

For conditional inactivation of the floxed (fl) *Xbp1* allele (20), we used the *Cd23*-Cre line, which initiates Cre-mediated deletion in immature B cells and leads to efficient deletion in mature B cells of the spleen (21). B cells from the spleen of *Cd23*-Cre *Xbp1* ^fl/fl^ and control *Xbp1* ^fl/fl^ mice were differentiated in the iGB system to PBs, which were sorted as CD19^+^CD138^+^CD23^–^ cells for RNA-seq analysis (**Supplementary Figures 1A, B**). 

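The RNA-seq data of the iGB-derived PBs consist of 2 libraries for each genotype, prepared from PBs sorted on day 8 of culture. In the iGB system, B cells grow on 40LB feeder cells, a line that presents CD40 ligand and BAFF to them. A further pair of libraries was prepared in the same series from iGB-derived PBs of *Bhlha15* CreER/CreER mice, which carry CreER in the *Bhlha15* gene. The authors aligned the reads with STAR to the mm9 mouse genome, counted them per gene with FeatureCounts and deposited TPM values, which correct for gene length and scale every library to the same total. They left the immunoglobulin and T cell receptor genes out of this calculation. Each library sums to 1000000 TPM, so that the sequencing depth behind the values is unknown. The files list 24189 genes, of which 11631 and 11822 reached at least 1 TPM in the *Xbp1* fl/fl libraries and 11954 and 12024 in the *Cd23*-Cre *Xbp1* fl/fl libraries. The 10 most highly expressed genes took 13.3% and 13.0% of the TPM in the *Xbp1* fl/fl libraries and 10.4% and 10.3% in the *Cd23*-Cre *Xbp1* fl/fl libraries. As TPM are shares of a fixed total, a fall of highly expressed genes raises the values of all other genes. The libraries were therefore scaled by the median of ratios to the geometric mean of each gene, with factors of 0.944 and 0.999 for the *Xbp1* fl/fl libraries and 1.12 for both *Cd23*-Cre *Xbp1* fl/fl libraries. The median log2 fold change of all genes was 0.0041 after scaling and 0.21 without it. The 12125 genes with at least 1 TPM in at least 2 of the 6 libraries were tested with limma on the log2 of the scaled TPM plus 0.1, with Benjamini-Hochberg adjustment. The added 0.1 shrinks the fold changes of weakly expressed genes. A gene was called lower or higher when it differed more than 3-fold with an adjusted p under 0.05 and a mean of more than 5 deposited TPM in the genotype with the higher value. Scaled values of the replicates differed by a median of 0.11 on the log2 scale for *Xbp1* fl/fl PBs and 0.098 for *Cd23*-Cre *Xbp1* fl/fl PBs. A two-sided exact test of 2 libraries against 2 cannot go below a p of 0.333, so that only limma's values, which use the spread of all genes, are given for single genes. The deleted gene *Xbp1* was listed at 3168 and 3043 TPM in *Xbp1* fl/fl PBs and at 1981 and 2024 TPM in *Cd23*-Cre *Xbp1* fl/fl PBs, a log2 fold change of -0.84 (SE 0.12, adjusted p = 0.00144 from limma). The files hold a value for the whole gene and none for its exons.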

We identified 197 Xbp1-activated and 29 Xbp1-repressed genes, which were selected for an expression difference of > 3-fold, an adjusted *P* value of < 0.05 and an expression value of > 5 transcripts per million (TPM) in *Xbp1* ^fl/fl^ PBs (activated genes) or *Cd23*-Cre *Xbp1* ^fl/fl^ PBs (repressed genes), respectively (**Figure 1A** and **Supplementary Table 1**). 

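In *Cd23*-Cre *Xbp1* fl/fl PBs, 198 genes were called lower and 29 were called higher than in *Xbp1* fl/fl PBs. The alternative that moved these counts most was the use of TPM as deposited, without scaling, which gave 131 lower and 38 higher genes. By the adjusted p alone, limma found 3436 genes, 2186 of them lower and 1250 higher. This split depends on the scaling, with 1357 lower and 3423 higher genes in TPM as deposited and 1968 lower and 2517 higher genes after quantile normalization. All 22 genes that are labelled in Figure 1A were called in the direction shown. After *Bhlha15* and the short RNA *Snord73a*, which was at 5.94 and 5.29 TPM in *Xbp1* fl/fl PBs and listed at 0 in both *Cd23*-Cre *Xbp1* fl/fl libraries, the largest decrease was that of *Hid1*. Its expression was 124 ± 5.02 TPM (SD, n = 2) in *Xbp1* fl/fl PBs and 2.66 ± 0.647 TPM (SD, n = 2) in *Cd23*-Cre *Xbp1* fl/fl PBs, with a log2 fold change of -5.71 and an adjusted p of 1.60e-07 from limma. *Fkbp11* followed with a log2 fold change of -5.43, then *LOC100504608* with -5.15, *Kcnk6* with -4.99, *Itgb2* with -4.24 and *Rpn1* with -4.17. The value of *LOC100504608* depended on a library, as it was at 1.24 and 0.176 TPM in the *Cd23*-Cre *Xbp1* fl/fl PBs, and was between -6.26 and -4.03 when each library was left out in turn. Among the higher genes, *Mir677* was listed at 0 in both *Xbp1* fl/fl libraries and at 2.78 and 11.0 TPM in the *Cd23*-Cre *Xbp1* fl/fl libraries. *Cox6a2* rose from 4.14 ± 0.0704 TPM to 218 ± 39.3 TPM (SD, n = 2 each), a log2 fold change of 5.47 with an adjusted p of 1.48e-07 from limma. The log2 fold changes of *Ngp*, *S100a8*, *Camp* and *S100a9* were 4.25, 4.17, 3.73 and 3.70, and these 4 genes also reached between 29.0 and 357 TPM in the splenic PC libraries of the study. The adjusted p of *S100a8* and *S100a9* from limma was above the threshold in 4 of 9 alternatives, and that of *Camp* in 1 of them, with 0.0531. Over the alternatives, the limma values were between 2.37e-06 and 0.209 for *S100a8* and between 5.75e-06 and 0.200 for *S100a9*. The *Bhlha15* CreER/CreER libraries, which enter the joint variance, were at 2.18 and 0 TPM for *S100a8* and at 1.40 and 0 TPM for *S100a9*. *Epcam* rose by 3.41 and *Atf5* by 2.23 on the log2 scale. Of the called genes labelled in Figure 1A, *Rimkla* depended on a library, as it was at 2.00 and 8.35 TPM in the *Cd23*-Cre *Xbp1* fl/fl PBs, and its log2 fold change was between 0.82 and 2.81 when each library was left out in turn. Its adjusted p was above the threshold in 4 of 8 alternatives, with values up to 0.109 from limma.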

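Of the 197 Xbp1-activated genes in Supplementary Table 1, 194 were among the genes called lower in *Cd23*-Cre *Xbp1* fl/fl PBs, and 27 of the 29 Xbp1-repressed genes were among those called higher. *Elmod2*, *Pag1* and *Gm20257* of the activated genes fell 2.99-fold, 2.94-fold and 2.95-fold, below the threshold, as did *Dsp* of the repressed genes with a 2.96-fold rise. *BC002163*, the other repressed gene, had TPM of 5.21 and 25.6 in the *Cd23*-Cre *Xbp1* fl/fl PBs. Its rise of 2.80-fold was also below the fold threshold, and its adjusted p of 0.0944 from limma was above the threshold. Called here and absent from the table were *Slc16a3*, *Snora41*, *Snord12* and *Snord73a* among the lower genes and *Ddit3* and *Mir677* among the higher genes.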

The 197 Xbp1-activated genes were annotated and grouped according to their function. The two largest functional groups consisted of 46 genes involved in UPR or ER function and 33 genes implicated in metabolism (**Figures 1B, C**), which is consistent with a critical role of Xbp1 in orchestrating antibody synthesis, modification and secretion as well as metabolic reprogramming of PBs (7). 

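All 46 genes that Supplementary Table 1 assigns to UPR or ER function were called lower in *Cd23*-Cre *Xbp1* fl/fl PBs, with a median log2 fold change of -1.95 and a range from -5.43 to -1.59. The 33 genes of metabolism were also all called, with a median of -1.91 and a range from -5.15 to -1.59. The next groups with a named function were the 16 transporter genes, all called with a median of -2.35, and the 12 signaling genes, of which 11 were called with a median of -1.93. As the table was selected on the same libraries by the same thresholds, these medians are not independent evidence of the change. *Mzb1* had the highest expression of the UPR and ER genes in Figure 1C, with 15284 ± 409 TPM in *Xbp1* fl/fl PBs and 3627 ± 113 TPM in *Cd23*-Cre *Xbp1* fl/fl PBs (SD, n = 2 each), a log2 fold change of -2.28. *Ddost* fell from a mean of 1843 TPM to 313 TPM, and *Fkbp11* fell from 446 TPM to 12.0 TPM. *Stt3a* fell 3.84-fold and was called. *Stt3b* fell from 820 TPM to 415 TPM, a 2.28-fold change (adjusted p = 7.62e-05 from limma) that is under the threshold of 3. Beside these groups, its largest by function, the paper proposes a critical role of Xbp1, with reference to earlier work, in organizing the synthesis, modification and secretion of antibodies and the metabolic reprogramming of PBs.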

We next compared the identified Xbp1-activated genes by gene set enrichment analysis (GSEA) with a published dataset obtained with *ex vivo* sorted Xbp1-deficient plasma cells (13). Notably, the Xbp1-activated genes, which were downregulated upon loss of Xbp1 in *in vivo* plasma cells, were also downregulated in our dataset (**Supplementary Figure 1C**). Moreover, we also observed a strong correlation of expression between known UPR genes (13) and the Xbp1-regulated genes of our dataset (**Supplementary Figure 1C**), in agreement with the fact that many UPR genes are regulated by Xbp1 (8).

**Figure 1:**
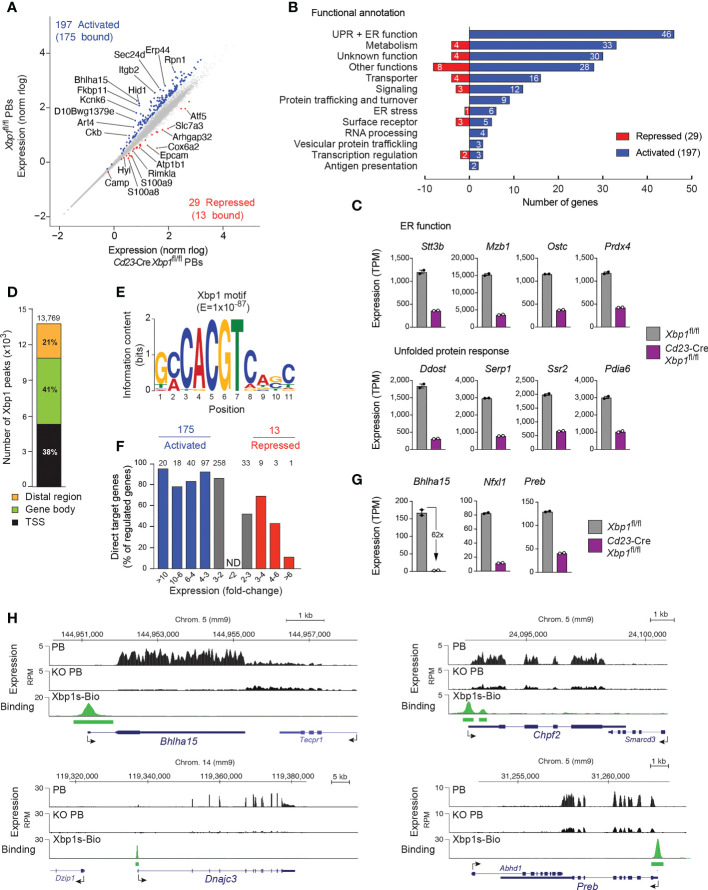
Xbp1-dependent gene expression program in plasmablasts. **(A)** Scatter plot of gene expression differences between *Cd23*-Cre *Xbp1* ^fl/fl^ and *Xbp1* ^fl/fl^ PBs that were sorted as CD19^+^CD138^+^CD23^–^cells after stimulation in the iGB system for 4 days with IL-4 followed by 4 days with IL-21. Two independent RNA-seq experiments were performed with PBs of each genotype. Each dot corresponds to one gene, whose expression is plotted as normalized log_10_ (norm rlog) expression value. Genes with an expression difference of > 3-fold, an adjusted *P* value of < 0.05, a transcripts per million (TPM) expression value of > 5 (at least in one sample) are colored in blue or red corresponding to activation or repression by Xbp1, respectively. **(B)** Functional classification and quantification (number) of proteins encoded by Xbp1-activated and Xbp1-repressed genes. **(C)** Expression of genes involved in UPR or ER function, shown as mean TPM values of two RNA-seq experiments of *Cd23*-Cre *Xbp1* ^fl/fl^ or *Xbp1* ^fl/fl^ PBs, respectively. **(D)** Presence of Xbp1 peaks in distal regions, gene bodies and promoter (TSS) regions. Splenic B cells from *Xbp1* ^Bio/Bio^ *Rosa26* ^BirA/+^ mice were stimulated for 4 days with LPS followed by Bio-ChIP-seq analysis. The Xbp1 peaks were assigned to genes as described (22). **(E)** Consensus Xbp1-binding motif identified with an E-value of 1 x 10^-87^ by the *de novo* motif-discovery program MEME-Chip. **(F)** The number of regulated target genes is shown for the indicated fold-change of gene expression between *Cd23*-Cre *Xbp1* ^fl/fl^ and *Xbp1* ^fl/fl^ PBs. Grey bars indicated activated or repressed genes with less than a 3-fold expression change. **(G)** Expression of Xbp1-activated transcription factor genes in *Cd23*-Cre *Xbp1* ^fl/fl^ and *Xbp1* ^fl/fl^ PBs, shown as mean TPM values of two RNA-seq experiments per genotype. **(H)** Xbp1 binding and RNA-seq expression at selected activated Xbp1 target loci. Horizontal bars indicate Xbp1s-Bio peaks identified by MACS peak calling.

As the development and function of PBs and PCs is critically dependent on the transcription factors Irf4 (23), Blimp1 (*Prdm1*) (24), Ikaros (*Ikzf1*) (25), Aiolos (*Ikzf3*) (26), E2A (*Tcf3*) and E2-2 (*Tcf4*) (27), we next analyzed the expression of these genes in Xbp1-deficient PBs. All 6 genes were expressed at a moderately elevated level in the *Cd23*-Cre *Xbp1* ^fl/fl^ PBs compared with control *Xbp1* ^fl/fl^ PBs (**Supplementary Figure 1D**). 

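In TPM as deposited, the means of all 6 genes were higher in *Cd23*-Cre *Xbp1* fl/fl PBs, by factors of 1.15 to 1.49, and both *Cd23*-Cre *Xbp1* fl/fl libraries were above both *Xbp1* fl/fl libraries for each gene. The deposited values of the median gene are shifted in the same direction, and after scaling 5 of the 6 genes had higher values and *Tcf4* did not. *Ikzf3* rose from 123 ± 4.21 TPM to 183 ± 11.0 TPM (SD, n = 2 each), with a scaled log2 fold change of 0.36 (SE 0.08) and an adjusted p of 0.0122 from limma. It was the only gene of the 6 with an adjusted p under 0.05 among all genes tested, and also the only one when adjusted over a list of these genes and *Pax5*, where its adjusted p was 0.0152 from limma. With eBayes run without the trend of the variance on expression, its adjusted p was 0.0506. *Irf4* was at 667 ± 22.0 and 918 ± 75.4 TPM, a scaled log2 fold change of 0.25 (SE 0.11, adjusted p = 0.125 from limma). For *Prdm1*, the means were 190 ± 20.9 and 268 ± 40.2 TPM, with a scaled change of 0.28 (SE 0.14, adjusted p = 0.164 from limma). *Ikzf1* changed by 0.17 and *Tcf3* by 0.22 on the scaled log2 scale, with adjusted p of 0.176 and 0.0672 from limma. With TPM as deposited and with quantile normalization, the adjusted p of these 4 genes was under 0.05. The scaled change of *Tcf4* was -0.0020 (SE 0.08), while its deposited means were 62.7 ± 2.57 and 72.3 ± 1.48 TPM.

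**Figure D1:**
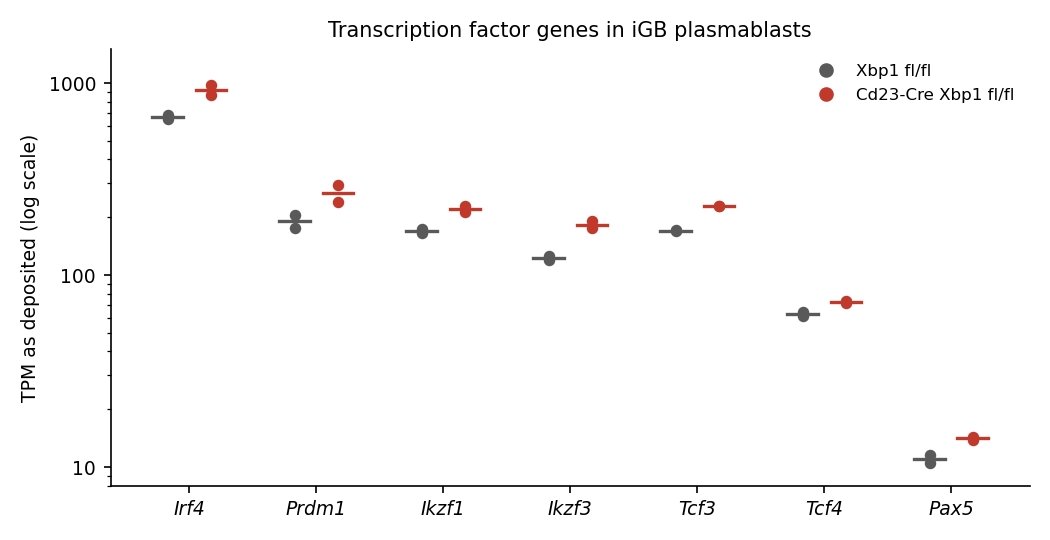
Expression of 6 transcription factor genes and *Pax5* in TPM as deposited, on a log axis, in the 2 *Xbp1* fl/fl and the 2 *Cd23*-Cre *Xbp1* fl/fl PB libraries. Points stand for libraries and lines for means, and for *Irf4* the means are 667 and 918 TPM.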

*Pax5*, which is downregulated in the transition from mature B cells to PCs (28), was expressed at an equally low level in Xbp1-deficient and control PBs. Hence, Xbp1 does not play a crucial role in the regulation of key transcription factors that control plasma cell development and function.

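*Pax5* was at 11.0 ± 0.763 TPM in *Xbp1* fl/fl PBs and 14.1 ± 0.387 TPM in *Cd23*-Cre *Xbp1* fl/fl PBs (SD, n = 2 each). After scaling, its log2 fold change was 0.15 (SE 0.11, adjusted p = 0.333 from limma, and 0.222 when adjusted over the list alone), above the threshold.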

To be able to analyze the genome-wide pattern of Xbp1 binding by ChIP-seq, we generated a *Xbp1s* ^Bio^ allele by inserting a biotin acceptor sequence at the last codon of *Xbp1s* (**Supplementary Figure 1E**). To facilitate *in vivo* biotinylation of the biotin acceptor sequence by the *E.coli* BirA ligase, we generated *Xbp1s* ^Bio/Bio^ *Rosa26* ^BirA/BirA^ mice, which exhibited normal B cell development and only a small increase in bone marrow PCs (**Supplementary Figure 1F**). Importantly, the Mist1 protein, encoded by an activated Xbp1 target gene (see below), was similarly expressed in PCs from the bone marrow of *Xbp1s* ^Bio/Bio^ *Rosa26* ^BirA/BirA^ and control *Rosa26* ^BirA/BirA^ mice, indicating that the C-terminal addition of the biotin acceptor sequence did not interfere with the transcriptional activity of Xbp1s-Bio (**Supplementary Figure 1G**). Moreover, enzyme-linked immunospot (ELISPOT) assays furthermore revealed similar numbers of IgM and IgG antibody-secreting cells (ASC) in the bone marrow, indicating that the plasma cells of *Xbp1s* ^Bio/Bio^ *Rosa26* ^BirA/BirA^ mice were functional (**Supplementary Figure 1H**). We next stimulated splenic *Xbp1s* ^Bio/Bio^ *Rosa26* ^BirA/+^ B cells with lipopolysaccharide (LPS) for 4 days and performed streptavidin-mediated pulldown of the Xbp1s-Bio protein from nuclear extracts of these LPS-stimulated cells followed by Bio-ChIP-seq analysis (22). Peak calling with a stringent *P* value of < 10^–10^ identified 13,769 Xbp1 peaks, which were primarily located in promoter regions (38%) and gene bodies (41%) (**Figure 1D**). Analysis of the Xbp1 peak sequences with a *de novo* motif discovery program identified a consensus Xbp1-binding motif (**Figure 1E**), which resembles a published Xbp1 recognition sequence (29) (**Supplementary Figure 1l**). Peak-to-gene assignment defined 9,210 Xbp1-bound genes. By determining the overlap between these Xbp1-bound genes and the Xbp1-regulated genes (**Figure 1A**), we identified 175 potentially directly activated Xbp1 target genes (corresponding to 89% of all activated genes) and 13 potentially directly repressed target genes (44%, **Figures 1A, F** and **Supplementary Table 1**). 

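The binding of each regulated gene is taken from the Xbp1 peak column of Supplementary Table 1, as the Xbp1 peaks themselves were not analysed here. By this column, 175 of 197 activated genes were bound, a share of 88.8% (exact 95% confidence interval 83.6 to 92.9%). Of the 29 repressed genes, 13 were bound, a share of 44.8% (26.4 to 64.3%). The odds ratio between both groups was 9.63 (two-sided Fisher's exact test, p = 2.94e-07). The repressed genes include 6 neutrophil genes, which a few neutrophils among the sorted PBs would also raise. The share of bound repressed genes and the odds ratio were not computed without them. Binding was recorded for 45 of the 46 genes of UPR or ER function, for 31 of the 33 metabolic genes and for all 16 transporter genes. From the share of bound genes and its relation to the size of the change, the paper proposes that Xbp1s is a dedicated activator of transcription.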

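When the genes of Supplementary Table 1 were grouped by their fold change after scaling, Xbp1 was bound at 94 of 102 activated genes with a 3- to 4-fold decrease, at 41 of 50 with a 4- to 6-fold decrease, at 18 of 22 with a 6- to 10-fold decrease and at 19 of 20 with a decrease above 10-fold. Among the repressed genes, the counts in the same classes were 9 of 13, 3 of 5, 0 of 3 and 1 of 6. The 6 repressed genes with a rise above 10-fold were *Cox6a2*, *Ngp*, *S100a8*, *Camp*, *S100a9* and *Epcam*, of which *Epcam* was bound. Among them, *Ngp*, *S100a8*, *Camp* and *S100a9* are neutrophil genes, which a few neutrophils among the sorted PBs would also raise. The comparison of bound and unbound repressed genes that follows was not run without the neutrophil genes. Bound repressed genes had a median log2 size of change of 1.74 and unbound ones of 2.53, a difference of -0.79 (two-sided permutation test, p = 0.0276). With a pseudocount of 1 in place of 0.1, this difference was -0.47 (p = 0.0793 by the same permutation test). For activated genes, the medians were 1.94 and 2.19, and their difference of -0.25 was not beyond that of random labels (two-sided permutation test, p = 0.0894).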

Consistent with this finding, gene activation clearly correlated with Xbp1 binding in marked contrast to the inverse correlation of Xbp1 binding with increasing gene repression (**Figure 1F**). These data strongly suggest that Xbp1s is a dedicated transcriptional activator.

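Besides *Bhlha15*, Supplementary Table 1 lists *Nfxl1* and *Preb* as activated transcription regulators with Xbp1 binding. *Nfxl1* was at 82.6 ± 1.12 TPM in *Xbp1* fl/fl PBs and 11.6 ± 0.576 TPM in *Cd23*-Cre *Xbp1* fl/fl PBs (SD, n = 2 each), a log2 fold change of -3.03 (SE 0.08, adjusted p = 1.60e-07 from limma). *Preb* was at 130 ± 1.33 and 41.0 ± 0.861 TPM, with a log2 fold change of -1.87 (SE 0.08, adjusted p = 1.78e-06 from limma). An exon of *Preb* overlaps *Abhd1* on the opposite strand, and the text of the paper does not state whether the counting used the strand.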

Xbp1 directly activated the 3 transcription factor genes *Bhlha15*, *Nfxl1* and *Preb* in PBs (**Figures 1G, H**). 

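*Chpf2* expression fell from 106 ± 1.31 TPM in *Xbp1* fl/fl PBs to 32.8 ± 0.474 TPM in *Cd23*-Cre *Xbp1* fl/fl PBs (SD, n = 2 each), a log2 fold change of -1.90 (SE 0.08, adjusted p = 1.38e-06 from limma). The gene overlaps *Mir671* on the same strand and *Smarcd3* on the opposite strand. *Dnajc3* fell from 506 ± 20.1 to 55.3 ± 2.70 TPM, with a log2 fold change of -3.40 (SE 0.10, adjusted p = 2.45e-07 from limma). For both genes, the change was larger than the difference between any pair of replicates.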

Other examples of directly and strongly regulated Xbp1 targets include the metabolic gene *Chpf2* (30) and UPR gene *Dnajc3* (31) (**Figure 1H**). Notably, *Bhlha15* was 62-fold activated by Xbp1 in PBs and was thus the most strongly activated Xbp1 target gene, showing prominent Xbp1 binding at its promoter (**Figures 1G, H**). This finding is consistent with previous reports, demonstrating that Xbp1 binds to and regulates *Bhlha15* in gastric cells and fibroblasts (16, 32). 

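*Bhlha15*, which lies on the plus strand of chromosome 5 of mm9 from 144951155 to 144955310, was at 176 and 159 TPM in the *Xbp1* fl/fl libraries and at 3.57 and 2.60 TPM in the *Cd23*-Cre *Xbp1* fl/fl libraries. The means were 167 ± 11.8 and 3.09 ± 0.685 TPM (SD, n = 2 each), and the log2 fold change was -5.93 (SE 0.35, adjusted p = 7.61e-06 from limma). This corresponds to a 61.1-fold activation, the largest among the genes called lower with all libraries, scaling and the pseudocount of 0.1. The rank depends on these choices, as *Snord73a*, listed at 0 in both *Cd23*-Cre *Xbp1* fl/fl libraries, came before *Bhlha15* with a pseudocount of 0.01, with TPM as deposited and without *Cd23*-Cre *Xbp1* fl/fl replicate 124155, and *LOC100504608* did so without *Cd23*-Cre *Xbp1* fl/fl replicate 124154. The fold of *Bhlha15* depends on the pseudocount, as the *Cd23*-Cre *Xbp1* fl/fl values are low, and was 46.5 with a pseudocount of 1. When each library was left out in turn, it was between 52.5 and 71.6.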

The *Bhlha15* gene, which codes for the transcription factor Mist1 (14), was strongly activated during *in vitro* differentiation in the iGB system from the activated B cell stage to pre-PBs and PBs as well as *in vivo* during the developmental transition from mature and germinal center (GC) B cells to plasma cells (**Supplementary Figure 2A**). Despite its prominent PC-specific expression pattern, Mist1 was previously reported to play only a minimal role in *in vitro* differentiated PBs (33) and *in vivo* splenic PCs (34). We therefore decided to reinvestigate in a systematic manner the function of Mist1 *in vivo* in PCs under steady-state conditions and upon immunization.

### Moderate plasma cell reduction and increased antibody secretion upon loss of Mist1

To study the function of Mist1 in PCs, we crossed *Bhlha15* ^fl/fl^ mice (35) with *Cd23*-Cre mice. In addition, we employed *Cd23*-Cre *Xbp1* ^fl/fl^ mice as reference mice with strongly impaired antibody secretion and used *Bhlha15* ^fl/fl^ and *Xbp1* ^fl/fl^ mice as controls. Consistent with the specific expression of *Bhlha15* in terminally differentiated PCs (**Supplementary Figure 2A**), B cell development was normal in *Cd23*-Cre *Bhlha15* ^fl/fl^ mice, as indicated by a similar frequency of mature B cells in the spleen of both experimental and control mice (**Supplementary Figure 2B**). However, flow cytometric analysis of PCs (TACI^+^CD138^+^) in unimmunized *Cd23*-Cre *Bhlha15* ^fl/fl^ mice revealed that the frequencies of PCs in the bone marrow and spleen were moderately (1.4-fold) reduced compared with those of control mice in three independent experiments (**Figures 2A, B**). In contrast, PCs in the spleen, but not in the bone marrow, were 2.3-fold increased in *Cd23*-Cre *Xbp1* ^fl/fl^ mice compared with control mice (**Figures 2A, B**). Intracellular staining combined with flow-cytometric analysis confirmed that Mist1 was lost in PCs from the bone marrow of both *Cd23*-Cre *Bhlha15* ^fl/fl^ and *Cd23*-Cre *Xbp1* ^fl/fl^ mice (**Figure 2C**). In the spleen, the Mist1 protein was also absent in *Cd23*-Cre *Bhlha15* ^fl/fl^ PCs, but was still lowly expressed in *Cd23*-Cre *Xbp1* ^fl/fl^ PCs (**Supplementary Figure 2C**). While the Xbp1 protein was lost in *Cd23*-Cre *Xbp1* ^fl/fl^ PCs in the bone marrow and spleen, it was similarly expressed in *Cd23*-Cre *Bhlha15* ^fl/fl^ and control PCs (**Figure 2C** and **Supplementary Figure 2C**). Hence, we conclude that Mist1 does not control *Xbp1* expression, while Xbp1 activates *Bhlha15* expression also in PCs. Notably, *Cd23*-Cre *Xbp1* ^fl/fl^ PCs were smaller in size than *Cd23*-Cre *Bhlha15* ^fl/fl^ and control PCs (**Supplementary Figure 2D**), which is likely caused by the low amount of ER in Xbp1-deficient PCs (12).

**Figure 2:**
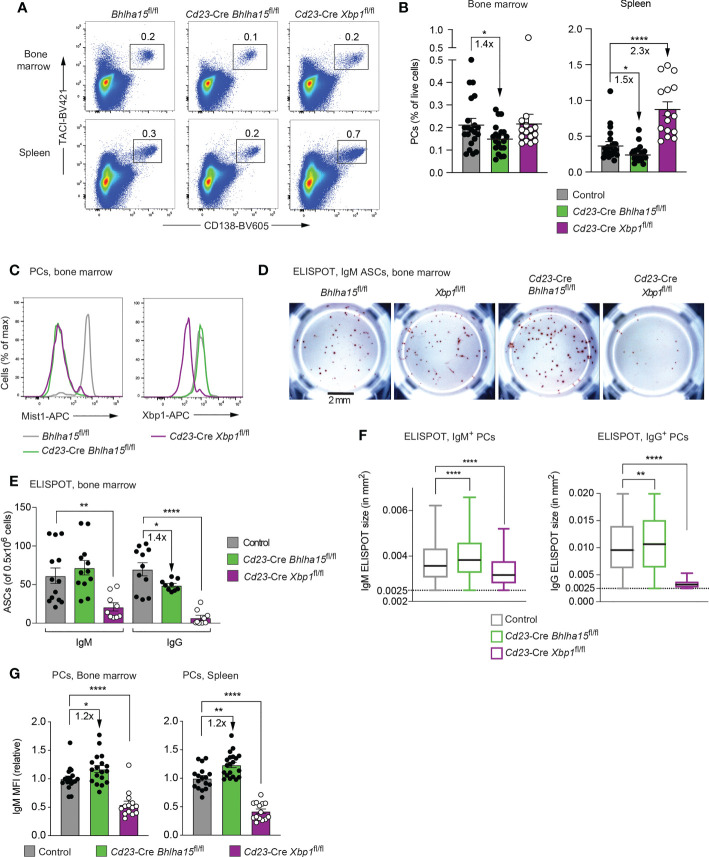
Reduced plasma cell numbers and increased antibody secretion in unimmunized *Cd23*-Cre *Bhlha15* ^fl/fl^ mice. **(A)** Flow-cytometric analysis of PCs (TACI^+^CD138^+^) in the spleen and bone marrow of 13-23-week-old mice of the indicated genotypes. The percentage of cells in the indicated gate is shown. One of 3 independent experiments with similar results is displayed. **(B)** The relative frequency of PCs in the bone marrow and spleen of 13-23-week-old mice of the indicated genotypes is shown for 3 independent experiments (*n* > 18 mice) per genotype. *Bhlha15* ^fl/fl^ and *Xbp1* ^fl/fl^ mice served as controls. **(C)** Expression of Mist1 and Xbp1 in PCs from the bone marrow of age-matched mice of the indicated genotypes, as determined by intracellular staining. One of two experiments is shown. **(D–F)** ELISPOT analysis of IgM and IgG antibody-secreting cells (ASC) from the bone marrow of age-matched mice of the indicated genotypes (see Methods). **(D)** Representative wells of an anti-IgM ELISPOT experiment. The scale bar indicates 2 mm. **(E)** Quantification of the number of IgM and IgG ASCs per 500,000 plated bone marrow cells. The combined data of two independent experiments are shown. **(F)** Size distribution of the antibody-containing dots, which were produced by the IgM and IgG ASCs shown in **(E)**. The dot sizes were automatically quantified by using the Fiji software (see Methods). Black lines indicate the median, and boxes represent the middle 50% of the data. Whiskers denote all values of the 1.5× interquartile range. Dots with a size of > 0.0025 mm^2^ are analyzed. The results of one of 2 independent experiments are shown. **(G)** Quantification of the mean fluorescence intensity (MFI) of intracellular IgM staining in plasma cells (TACI^+^CD138^+^) from the bone marrow (left) and spleen (right) of 13-23-week-old mice of the indicated genotypes. The MFI values of 3 independent experiments were normalized relative to those of the control mice (mean value set to 1). Statistical data are shown as mean values with SEM and were analyzed with the unpaired Student’s *t* test **(B–G)** or Mann-Whitney test **(F)**; *P < 0.05, **P < 0.01, ****P < 0.0001. Each dot **(B–G)** represents one mouse.

We next studied the antibody secretion of mutant PCs by performing ELISPOT analysis with bone marrow cells and found a small but significant decrease in IgG ASCs in *Cd23*-Cre *Bhlha15* ^fl/fl^ mice, while the number of IgM ASCs was comparable with that of control mice (**Figures 2D, E** and **Supplementary Figure 2E**). In contrast, IgG ASCs were almost lost, and IgM ASCs were significantly reduced in the bone marrow of *Cd23*-Cre *Xbp1* ^fl/fl^ mice (**Figure 2D, E**), consistent with the known role of Xbp1 in controlling antibody secretion (11, 12). Notably, the ELISPOT size of individual IgM or IgG ASCs was increased in *Cd23*-Cre *Bhlha15* ^fl/fl^ mice, suggesting that the antibody secretion was higher per mutant PC compared with a control PC (**Figure 2F**). To corroborate this result, we measured the IgM levels per plasma cell by intracellular flow-cytometric analysis and quantification of the mean fluorescence intensity (MFI), indicating that the expression of IgM was 1.2-fold increased in Bhlha15-deficient PCs compared with control PCs both in the spleen and bone marrow (**Figure 2G**). In this context, it is important to note that a 1.2-fold increase in IgM expression corresponds to a relatively strong transcriptional increase, as immunoglobulin transcripts account for up to 60% of all mRNAs in PCs (2, 3). Enzyme-linked immunosorbent assay (ELISA) revealed, however, normal titers of different antibody isoforms in the sera of *Cd23*-Cre *Bhlha15* ^fl/fl^ mice compared with control *Bhlha15* ^fl/fl^ mice (**Supplementary Figure 2F**). The normal antibody titers in *Cd23*-Cre *Bhlha15* ^fl/fl^ mice may be explained by the increased antibody secretion per PC (**Figures 2F, G**) that could compensate for the reduced PC numbers in these mice (**Figures 2A, B**). In contrast, *Cd23*-Cre *Xbp1* ^fl/fl^ mice had strongly reduced titers of all antibody isoforms compared with *Xbp1* ^fl/fl^ littermates (**Supplementary Figure 2F**). Together, these data indicate that the loss of *Bhlha15* leads to increased antibody secretion but lower numbers of plasma cells in the spleen and bone marrow.

### Mist1-dependent control of the plasma cell response to NP-KLH immunization

To study the function of Mist1 in response to a defined antigen, we immunized mice with the T cell-dependent antigen NP-KLH (in alum) and analyzed the frequency of splenic PCs and immunoglobulin secretion at day 7 after immunization. The frequency of PCs (TACI^+^CD138^+^) was 1.4-fold reduced in the spleen of the *Cd23*-Cre *Bhlha15* ^fl/fl^ mice relative to control mice (**Figures 3A, B**). In contrast, the percentage of splenic PCs was 2-fold increased in *Cd23*-Cre *Xbp1* ^fl/fl^ mice compared with control mice (**Figures 3A, B**). As shown by intracellular staining at day 7 after immunization, the Mist1 protein was completely lost in *Cd23*-Cre *Bhlha15* ^fl/fl^ PCs and was only lowly expressed in *Cd23*-Cre *Xbp1* ^fl/fl^ PCs (**Figure 3C**). We next investigated the expression of the PC regulators Xbp1, Blimp1 and Irf4 by intracellular staining and MFI quantification. The Xbp1 protein was expressed at a similar level in *Cd23*-Cre *Bhlha15* ^fl/fl^ and control PCs (**Figures 3C, D**). In contrast, the expression of Blimp1 and Irf4 was 1.3-fold increased in *Cd23*-Cre *Bhlha15* ^fl/fl^ PCs relative to control PCs (**Figures 3C, E, F**).

**Figure 3:**
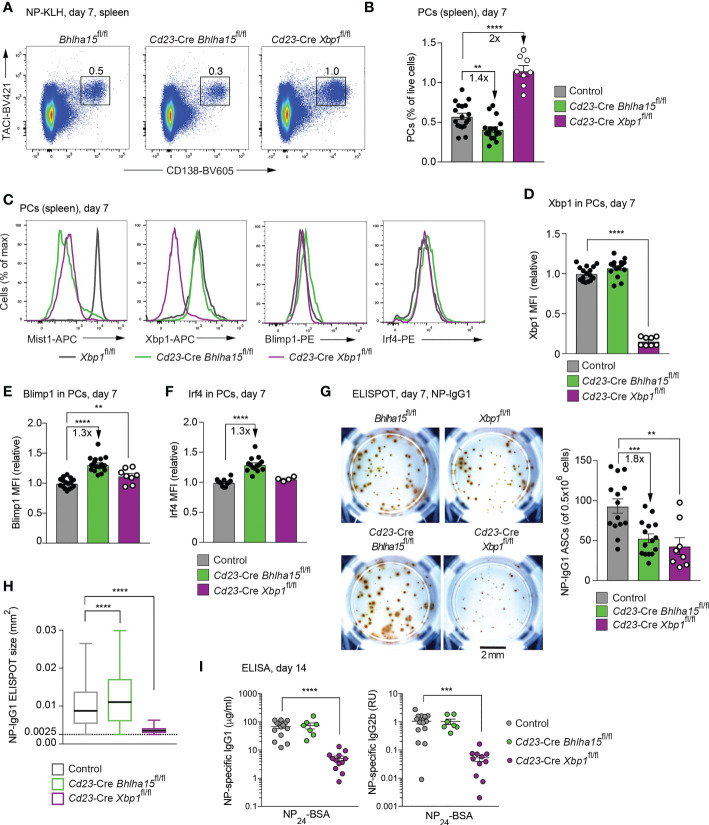
Reduced plasma cell numbers and increased antibody secretion in NP-KLH-immunized *Cd23*-Cre *Bhlha15* ^fl/fl^ mice. **(A)** Flow-cytometric analysis of PCs (TACI^+^CD138^+^) in the spleen of the indicated genotypes at day 7 after NP-KLH immunization (in alum). The percentage of cells in the indicated gate is shown. One of 2 (*Cd23*-Cre *Xbp1* ^fl/fl^) or 3 (*Cd23*-Cre *Bhlha15* ^fl/fl^ and control) independent experiments with similar results is displayed. **(B)** The relative frequency of PCs in the spleen of age-matched mice of the indicated genotypes at day 7 after NP-KLH immunization is shown for 2 or 3 independent experiments (see **A**). *Bhlha15* ^fl/fl^ and *Xbp1* ^fl/fl^ mice served as controls. **(C)** Expression of Mist1, Xbp1, Blimp1 and Irf4 in splenic PCs from mice of the indicated genotypes, as determined by intracellular staining at day 7 after NP-KLH immunization. **(D–F)** Quantification of the mean fluorescence intensity (MFI) of Xbp1 **(D)**, Blimp1 **(E)** and Irf4 **(F)** intracellular staining in PCs shown in **(C)**. The MFI values were normalized relative to those of the control mice (mean value set to 1). The results of 3 independent experiments are shown for the control and *Cd23*-Cre *Bhlha15* ^fl/fl^ genotypes and the results of 2 experiments are displayed for *Cd23*-Cre *Xbp1* ^fl/fl^ genotype. **(G)** ELISPOT analysis of NP-IgG1 ASCs from the spleen of the indicated genotypes at day 7 after NP-KLH immunization. Plates were coated with NP_24_-BSA and developed using anti-IgG1 antibodies. Left: Representative ELISPOT wells with the scale bar indicating 2 mm. Right: Quantification of the number of NP-IgG1 ASCs per 500,000 plated cells. The combined data of two experiments are shown. **(H)** Size distribution of the antibody-containing dots, which were produced by the NP-IgG1 ASCs shown in **(G)**. The dot sizes were automatically quantified by using the Fiji software (see Methods). Black lines indicate the median, and boxes represent the middle 50% of the data. Whiskers denote all values of the 1.5× interquartile range. Dots with a size of > 0.0025 mm^2^ are analyzed. The results of one of 2 experiments are shown. **(I)** Serum titers of NP-specific IgG1 or IgG2b antibodies at day 14 after NP-KLH immunization. Plates were coated with NP_24_-BSA and then developed with anti-IgG1 or anti-IgG2b. The NP-IgG1 concentration was determined relative to a NP-IgG1 standard (hybridoma line SSX2.1). RU; relative units. The data of 3 independent experiments are shown. Statistical data **(B, D-I)** are indicated as mean values with SEM and were analyzed with the unpaired Student’s *t* test **(B, D–G, I)** or Mann-Whitney test **(H)**; **P < 0.01; ***P < 0.001; ****, *P* < 0.0001. Each dot **(B, D–G, I)** represents one mouse.

ELISPOT analysis of splenocytes at day 7 after immunization revealed a decrease of NP-specific IgG1 ASCs in *Cd23*-Cre *Bhlha15* ^fl/fl^ and *Cd23*-Cre *Xbp1* ^fl/fl^ mice relative to control mice (**Figure 3G**). The ELISPOT size of NP-IgG1 ASCs was again increased in *Cd23*-Cre *Bhlha15* ^fl/fl^ mice and strongly decreased in *Cd23*-Cre *Xbp1* ^fl/fl^ compared with control mice (**Figure 3H**). The serum titers of NP-IgG1 and NP-IgG2b antibodies were also similar in *Cd23*-Cre *Bhlha15* ^fl/fl^ and control mice, possibly reflecting compensation between increased secretion and reduced frequency of the Mist1-deficient PCs, while the titers of both antibodies were strongly reduced in *Cd23*-Cre *Xbp1* ^fl/fl^ mice (**Figure 3I**), as expected (12, 13).

In summary, our analysis of PCs *in vivo* in unimmunized or NP-KLH-immunized mice demonstrated that the loss of Mist1 resulted in decreased PC numbers but increased antibody secretion per PC.

### Normal *in vitro* differentiation and antibody secretion of plasmablasts lacking *Bhlha15*

As the *in vivo* phenotype of the *Bhlha15* mutant PCs is at odds with the reported absence of phenotypic differences between LPS-stimulated PBs derived from wild-type and *Bhlha15* ^–/–^ B cells (33), we reinvestigated a possible role of Mist1 in *in vitro* differentiated PBs. To this end, we analyzed PBs after 4 days of treatment with LPS and IL-4 (**Supplementary Figures 3A–C**) or after 8 days of stimulation in the iGB system (**Supplementary Figures 3D, E**). LPS plus IL-4 stimulation of B cells from *Cd23*-Cre *Bhlha15* ^fl/fl^ and control mice resulted in the generation of similar numbers of PBs and IgM ASCs, which were furthermore characterized by a similar ELISPOT size (**Supplementary Figures 3A–C**). Likewise, *Cd23*-Cre *Bhlha15* ^fl/fl^ and control B cells gave rise to similar numbers of IgE ASCs with a similar ELISPOT size after 8 days in the iGB system (**Supplementary Figures 3D, E**). While *Cd23*-Cre *Xbp1* ^fl/fl^ PBs were generated in similar numbers as control PBs upon stimulation with LPS and IL-4 (**Figure 4A**), they exhibited a severe defect in antibody secretion in both differentiation systems, as shown by the reduced numbers of ASCs and their smaller ELISPOT size, consistent with published data (12). We conclude therefore that *in vitro* PB differentiation did not recapitulate the *in vivo* phenotype of *Cd23*-Cre *Bhlha15* ^fl/fl^ PCs, as the respective *in vitro* differentiated PBs were generated in normal numbers and exhibited normal antibody secretion.

**Figure 4:**
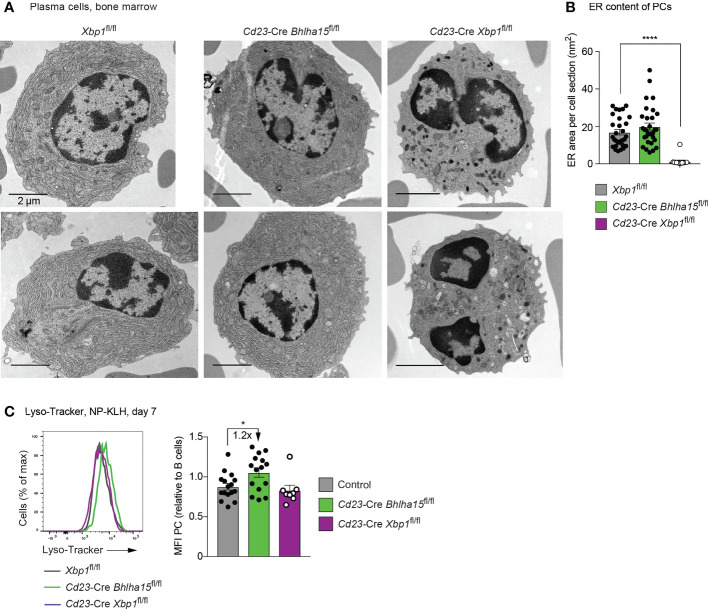
Normal morphological structure of *Cd23*-Cre *Bhlha15* ^fl/fl^ plasma cells. **(A)** Electron microscopic analysis of bone marrow PCs of the indicated genotypes, which were sorted as B220^int^CD28^+^CD138^+^Lin^–^ cells, fixed and processed as described in Methods. The scale bars indicate 2 µm. The cells surrounding the PCs are erythrocytes. **(B)** Quantification of the content of endoplasmic reticulum (ER) in PCs of the different genotypes. The ER content was manually determined by using the Fiji software. Each dot represents one PC. In total, 33 *Xbp1* ^fl/fl^ PCs, 14 *Cd23*-Cre *Xbp1* ^fl/fl^ PCs, and 31 *Cd23*-Cre *Bhlha15* ^fl/fl^ PCs were analyzed. **(C)** Staining of splenic PCs (TACI^+^CD138^+^) of the indicated genotypes with Lyso-Tracker at day 7 after NP-KLH immunization (left). The MFI values of the Lyso-Tracker staining (right) are shown for all PCs analyzed in 3 independent experiments. Each dot represents one mouse. Statistical data **(B, C)** are shown as mean values with SEM and were analyzed with the unpaired Student’s *t* test; *P < 0.05; ****P < 0.0001.

### Normal cellular morphology of Mist1-deficient plasma cells *in vivo*

We next analyzed the cellular architecture of *in vivo* PCs by electron microscopy (EM). For this, we sorted PCs as Lin^–^B220^int^CD138^hi^CD28^+^ cells from the bone marrow of unimmunized mice by flow cytometry prior to EM analysis. The cytoplasm of *Cd23*-Cre *Xbp1* ^fl/fl^ PCs contained little ER, which was thin and disorganized (**Figures 4A, B** and **Supplementary Figure 4A**). By measuring the ER mass per section, we confirmed a significant reduction of the ER in the *Cd23*-Cre *Xbp1* ^fl/fl^ PCs relative to *Xbp1* ^fl/fl^ PCs (**Figure 4B**), which is consistent with the observed small size of Xbp1-deficient PCs (**Supplementary Figure 2D**). A previous EM analysis of *Cd19*-Cre *Xbp1* ^fl/fl^ PCs demonstrated that, in addition to the low ER content, the Xbp1-deficient plasma cells also contained large vesicular structures (12) that we did, however, not detect in our analysis. The *Cd23*-Cre *Bhlha15* ^fl/fl^ and control PCs had the same large size and a similarly extended network of well-stacked ER, whose cytosolic surfaces were densely occupied with ribosomes (**Figure 4A** and **Supplementary Figure 4A**). As shown by quantification of the ER mass, the *Cd23*-Cre *Bhlha15* ^fl/fl^ and control PCs had a similar content of ER (**Figure 4B**). Moreover, at day 7 after NP-KLH immunization, splenic PCs of *Cd23*-Cre *Bhlha15* ^fl/fl^ and control mice were equally stained with a Golgi-Tracker or ER-Tracker fluorescent dye (**Supplementary Figures 4B, C**). Based on these data, we conclude that the *Cd23*-Cre *Bhlha15* ^fl/fl^ and control PCs have a similar ultrastructure. Upon staining with the Lyso-Tracker fluorescent dye, the *Cd23*-Cre *Bhlha15* ^fl/fl^ PCs exhibited a 1.2-fold increase in staining intensity compared to control PCs (**Figure 4C**), which indicates an increase of acidic compartments in the absence of Mist1. The *Cd23*-Cre *Xbp1* ^fl/fl^ PCs in contrast displayed significantly reduced Golgi-Tracker and ER-Tracker staining (**Supplementary Figures 4B, C**), while the Lyso-Tracker staining was comparable to that of control cells (**Figure 4C**).

As changes in ER and Golgi structures can lead to altered glycosylation patterns of antibodies (36), we analyzed the glycoprofiles by assessing the relative abundance of IgG3-specific glycopeptide glycoforms purified from mouse serum by liquid chromatography electrospray ionization mass spectrometry (LC-ESI-MS). IgG3 peptides from *Cd23*-Cre *Xbp1* ^fl/fl^ mice exhibited altered glycoprofiles defined by reduced fucosylation (GnGnF) and increased sialylation (NgAF, NgNgF), when compared to IgG3 peptides from *Cd23*-Cre *Bhlha15* ^fl/fl^ and control mice (**Supplementary Figure 2G**). Additionally, the sera of *Cd23*-Cre *Xbp1* ^fl/fl^ mice contained non-fucosylated GnGn and AGn glycoforms, which were absent in the sera of *Cd23*-Cre *Bhlha15* ^fl/fl^ and control mice (**Supplementary Figure 2G**). Hence, the glycosylation of antibodies is altered in *Cd23*-Cre *Xbp1* ^fl/fl^ PCs consistent with the observed defect in ER structure. The similar glycosylation pattern of IgG3 in *Cd23*-Cre *Bhlha15* ^fl/fl^ and control PCs further demonstrates that the ER and Golgi structures are functional in the absence of Mist1.

### Mist1-binding regions overlap with E2A peaks in plasmablasts

We next performed RNA- and ChIP-seq experiments to investigate the role of Mist1 in PCs. For ChIP-seq analysis, we took advantage of the fact that the floxed *Bhlha15* allele contains an N-terminal insertion of a biotin acceptor sequence (35). Splenic B cells from *Bhlha15* ^fl/fl^ *Rosa26* ^BirA/BirA^ mice were stimulated with LPS for 4 days and then enriched for CD138^+^ PBs by immunomagnetic sorting (**Supplementary Figure 5A**), followed by Bio-ChIP-seq analysis (22). 

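In Bio-ChIP-seq, a protein that carries a biotin acceptor sequence is biotinylated by the BirA ligase in the cell and pulled down with streptavidin, so that no antibody against Mist1 is needed. Both experiments used CD138+ PBs after 4 days of LPS stimulation. The authors aligned the reads with Bowtie to the mm9 genome, called peaks with MACS against an input of mature B cells and deposited a list of peaks for each experiment. The lists hold 29413 and 30247 peaks, with median widths of 778 and 821 bp, all on the main chromosomes. They give the position of each peak without a height, a p-value or a number of reads, so that the depth of both experiments is unknown and binding strength was not compared. Peaks were compared with bedtools, and genes and transcription start sites (TSS) were taken from the protein-coding genes of GENCODE release M1, which is annotated on the same genome build.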

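Of the 29413 Mist1 peaks of the first Bio-ChIP-seq experiment, 24839 (84.4%) overlapped a peak of the second by at least 1 bp, and 24602 of the 30247 peaks of the second (81.3%) overlapped a peak of the first. Merging the overlapping peaks gave 23806 common regions with a median width of 1038 bp, which together cover 29325290 bp. The alternative that moved the overlap most was a shared length of at least 50% of each peak, which left 22502 peaks (76.5% and 74.4%). The peak lists were called separately in each experiment, and the bases covered by both amounted to a Jaccard index of 0.653.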

Peak calling of the data of two Bio-ChIP-seq experiments with a *P* value of < 10^–10^ identified 35,342 and 36,634 Mist1 peaks, resulting in an overlap of 30,212 common peaks that were used for subsequent analysis (**Figure 5A**). 

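Each of the 23806 common Mist1 regions was assigned to a TSS if it overlapped the 1 kb on either side of a TSS of a protein-coding transcript, otherwise to a gene body if it overlapped a gene, and otherwise to distal sequence. By this rule, 8337 regions (35.0%) were at a TSS, 8543 (35.9%) in gene bodies and 6926 (29.1%) in distal sequence. Regions of the same widths placed at random 20 times on the same chromosomes had means of 5.15% at a TSS, 36.7% in gene bodies and 58.1% in distal sequence. In the single experiments, 32.7% and 32.3% of the peaks were at a TSS. The shares depend on the rule. Of the alternatives chosen after seeing the data, a distance of 2.5 kb gave 40.8% at a TSS and 31.6% in gene bodies, and 1 TSS for each gene gave 29.3% and 41.6%. The Xbp1 peaks with which the paper compares these shares were not analysed here.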

A large fraction of the Mist1 peaks was located in gene bodies (49%; **Figure 5B**), indicating that Mist1 binds less frequently to TSS regions (21%) relative to Xbp1 (38%) (**Figure 1D**). *De novo* motif discovery analysis of the Mist1 peak sequences identified a consensus Mist1-binding motif (**Figure 5C**) that resembles the consensus binding motif of the bHLH transcription factor E2A (**Supplementary Figure 5B**) (27). 

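Mist1 belongs to the bHLH family, whose members bind the E-box, a hexamer that starts with CA and ends with TG. Motifs were not searched de novo here, and instead each of the 10 distinct E-boxes was counted in the central 200 bp of 23805 common Mist1 regions and in windows of the same width 2 kb away on either side. CAGCTG was found in 27.9% of the central windows and 9.25% of the flanking windows, a ratio of 3.02. CATATG followed with 11.4% and 4.72%, a ratio of 2.42. The ratios were 1.64 for CACGTG, 1.58 for CAGATG and 1.36 for CACCTG, and between 0.786 and 0.959 for the other 5 sequences. Any E-box was present in 76.7% of the central and 66.4% of the flanking windows. The central windows had a higher median GC content, with 49.5% against 45%, which by itself changes the chance of each sequence.

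**Figure D2:**
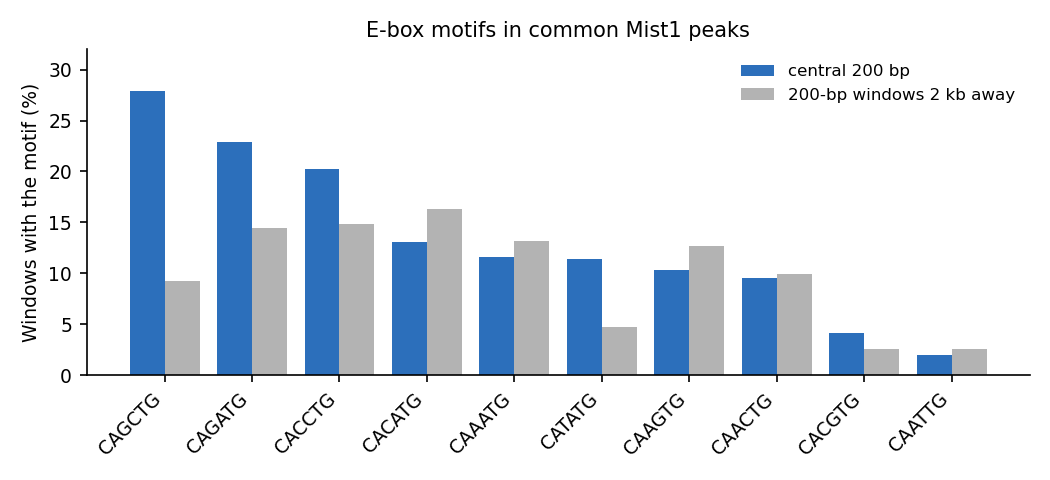
Percent of 200 bp windows that hold each of the 10 E-boxes, at the centres of the common Mist1 peaks and in the flanking windows 2 kb away. The largest difference is that of CAGCTG, with 27.9% at the centres and 9.25% in the flanks.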

We next overlapped the Mist1 peaks with the 11,872 E2A peaks that we previously identified in LPS-differentiated PBs (27). Notably, 94% of all E2A peaks overlapped with Mist1 peaks (**Supplementary Figure 5C**), suggesting that the Mist1 homodimers may bind to the same recognition sequences as E2A homodimers or E2A-E2-2 heterodimers in PBs. Alternatively, it is conceivable that Mist1 forms heterodimers with E2A in PBs, as previously shown in a myoblast cell line (37). Streptavidin pulldown of biotinylated Mist1 from nuclear extracts of LPS-differentiated *Bhlha15* ^fl/fl^ *Rosa26* ^BirA/BirA^ PBs revealed that E2A was co-precipitated with Mist1, indicating that both bHLH proteins can form heterodimers also in PBs (**Supplementary Figure 5D**). 

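*Prdm1* lies on the minus strand of chromosome 10 of mm9, from 44156983 to 44248307. Of the common Mist1 regions, 6 overlapped the gene and 9 lay within 10 kb of it, and 6 of these 9 held at least 1 CAGCTG. The outer end of this gene span of 91325 bp was taken as the TSS, and transcripts that start elsewhere in the span were not examined. Upstream of this end, a region from 44248796 to 44250048 had its midpoint 1.115 kb away and held 3 copies of CAGCTG. A further region from 44257051 to 44258067 had its midpoint 9.252 kb upstream and held 1 copy. Regions more than 10 kb from the gene, where further upstream elements may lie, were not counted. The E2A peaks were not analysed here.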

Consistent with this finding, co-binding of Mist1 and E2A was observed in PBs at many previously identified elements (27) of the *Prdm1* (Blimp1) locus (**Supplementary Figure 5G**). Together, these data suggest that Mist1 and E2A can bind their genomic recognition sequences as heterodimers in PBs.

**Figure 5:**
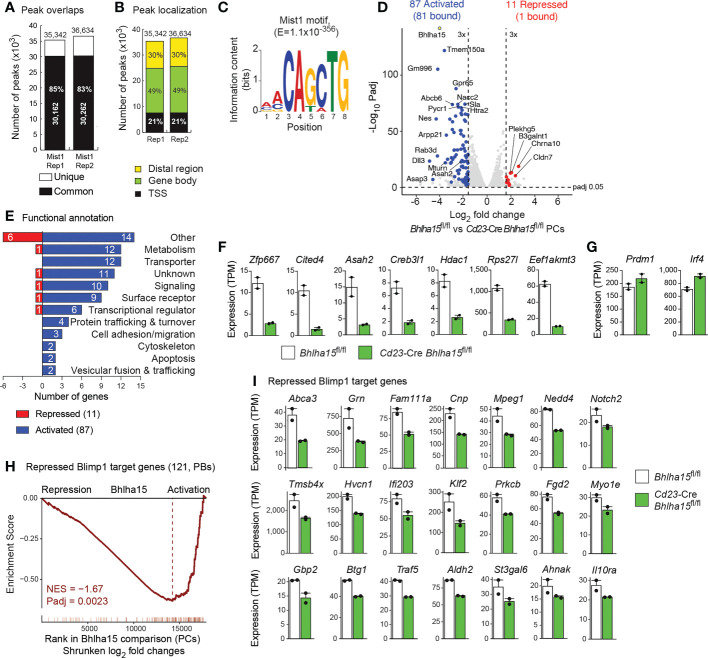
Mist1-dependent gene expression program in plasma cells. **(A–C)** Genome-wide Mist1 binding in PBs that were *in vitro* differentiated for 4 days by LPS stimulation of CD43^–^ B cells from the spleen of *Bhlha15* ^fl/fl^ *Rosa26* ^BirA/BirA^ mice. CD138^+^ PBs, which were purified by immunomagnetic enrichment with CD138-MicroBeads, were used for Bio-ChIP-seq analysis (22), and Mist1 peaks were identified by MACS peak calling with a stringent *P* value of < 10^–10^. **(A)** Overlap and number of Mist1 peaks identified in two Bio-ChIP-seq replica (Rep) experiments. **(B)** Presence of Mist1 peaks in distal regions, gene bodies and promoter (TSS) regions. Mist1 peaks were assigned to genes, as described (22). **(C)** Consensus Mist1-binding motif identified with an E-value of 1 x 10^-356^ by the *de novo* motif-discovery program MEME-Chip. **(D)** Volcano plot of gene expression differences between *Cd23-*Cre *Bhlha15* ^fl/fl^ and control *Bhlha15* ^fl/fl^ PCs that were sorted as TACI^+^CD138^+^ cells from the spleen at day 7 after NP-KLH immunization. Two independent RNA-seq experiments were performed with PCs of each genotype. Each dot corresponds to one gene, whose expression is plotted as log_2_-fold change against the -log_10_ adjusted *P* value. Genes with an expression difference of > 3-fold, an adjusted *P* value of < 0.05 and an expression value of > 5 TPM (at least in one sample) are colored in blue or red corresponding to activation or repression by Mist1, respectively. **(E)** Functional classification and quantification (number) of proteins encoded by Mist1-activated and Mist1-repressed genes. **(F)** Expression of selected activated Mist1 target genes in *Cd23-*Cre *Bhlha15* ^fl/fl^ and *Bhlha15* ^fl/fl^ PCs. **(G)** Expression of *Prdm1* and *Irf4* in *Cd23-*Cre *Bhlha15* ^fl/fl^ and *Bhlha15* ^fl/fl^ PCs. **(H)** GSEA analysis of 121 repressed Blimp1 target genes (3), as compared to their ranked shrunken log_2_-fold gene expression changes in *Cd23-*Cre *Bhlha15* ^fl/fl^ PCs versus *Bhlha15* ^fl/fl^ PCs. NES, normalized enrichment score. **(I)** Expression of repressed Blimp1 target genes in *Bhlha15* ^fl/fl^ and *Cd23-*Cre *Bhlha15* ^fl/fl^ PCs, as determined by RNA-seq. All depicted genes are significantly deregulated with an adjusted *P* value of < 0.05.

### Mist1 and Xbp1 regulate largely distinct gene expression programs in plasma cells

We next performed RNA-seq analysis with *ex vivo* sorted TACI^+^CD138^+^ PCs from the spleen of *Bhlha15* ^fl/fl^ and *Cd23*-Cre *Bhlha15* ^fl/fl^ mice 7 days after NP-KLH immunization. 

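For each genotype, 2 libraries were prepared from sorted splenic PCs. The sample labels call the control libraries wild-type, whereas the paper and its supplementary tables give *Bhlha15* fl/fl, the genotype that is used here. The values are TPM as for the PBs and likewise carry no depth. The files list 24732 genes, including immunoglobulin and T cell receptor genes that are set to 0 in every library. At least 1 TPM was reached by 11863 and 11953 genes in the control libraries and by 11797 and 11756 in the *Cd23*-Cre *Bhlha15* fl/fl libraries. The most highly expressed gene, *Igj*, took between 7.12% and 7.75% of the TPM, and the scaling factors of the libraries were between 0.988 and 1.03. After the same scaling, filter and model as for the PBs, 12028 genes were tested. Replicates differed by a median of 0.13 on the log2 scale for control PCs and 0.080 for *Cd23*-Cre *Bhlha15* fl/fl PCs. The deleted gene *Bhlha15* was at 258 and 242 TPM in control PCs and at 14.4 and 16.6 TPM in *Cd23*-Cre *Bhlha15* fl/fl PCs, a log2 fold change of -3.99 (SE 0.10, adjusted p = 0.000278 from limma).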

Comparison of the two RNA-seq datasets identified 87 Mist1-activated and 11 Mist1-repressed genes, which were selected for an expression difference of > 3-fold, an adjusted *P* value of < 0.05 and an expression value of > 5 TPM in *Bhlha15* ^fl/fl^ PCs (activated genes) or *Cd23*-Cre *Bhlha15* ^fl/fl^ PCs (repressed genes), respectively (**Figure 5D** and **Supplementary Figure 5E**, **Supplementary Table 2**). 

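In *Cd23*-Cre *Bhlha15* fl/fl PCs, 87 genes were called lower, including *Bhlha15*, and 15 genes were called higher than in control PCs. The count of lower genes moved most with a pseudocount of 1, to 65 genes, and that of higher genes moved to 8. Leaving out libraries has a large effect on the higher genes, as 20 passed the fold and TPM thresholds with all libraries, 33 without control replicate 137949 and 11 without control replicate 137948. An adjusted p under 0.05 was reached by 3554 genes, 1953 lower and 1601 higher. Supplementary Table 2 lists 88 activated genes, *Bhlha15* included, of which 84 were called, and all of its 11 repressed genes were called. All 20 genes labelled in Figure 5D were called in the direction shown. *Dll3* had a log2 fold change of -4.47, falling from a mean of 10.8 TPM to 0.372 TPM. *Rab3d* fell from 98.0 ± 25.9 TPM to 5.36 ± 1.11 TPM (SD, n = 2 each), a log2 fold change of -4.14. *Asap3*, *Nes* and *Gm996* were close to it with -4.15, -4.10 and -4.07. *Mir7061* was at 6.92 and 6.72 TPM in control PCs and listed at 0 in both *Cd23*-Cre *Bhlha15* fl/fl libraries. The largest increase among the labelled genes was that of *Chrna10*, from 2.25 ± 0.931 to 14.0 ± 2.81 TPM (SD, n = 2 each), a log2 fold change of 2.65. *Cldn7* rose by 2.31 on the log2 scale.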

Interestingly, 81 of the 87 activated genes were bound by Mist1 in contrast to only 1 of the 11 repressed genes, indicating that Mist1 mainly functions a transcriptional activator in PCs. 

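By the peak column of Supplementary Table 2, 82 of the 88 activated genes, *Bhlha15* included, were bound by Mist1, a share of 93.2% with a lower exact 95% confidence limit of 85.7%. Of the 11 repressed genes, 1 was bound, a share of 9.09% (exact 95% confidence interval 0.230 to 41.3%). The odds ratio was 121 (two-sided Fisher's exact test, p = 5.31e-09). In the deposited peak lists, a common Mist1 region lay within 10 kb of 80 of the 84 activated genes that the annotation places, a share of 95.2%. Random lists of genes with the same expression had a median share of 81.0%, with a 95% range from 72.6 to 89.3%. Of the repressed genes, 2 of 11 (18.2%) had such a region, *1700026L06Rik* and *Sema4g*, whereas random lists of the same expression had between 54.5 and 100%. Peaks were mapped in LPS-stimulated PBs and expression was measured in splenic PCs. From the bound share of the activated and the repressed genes, the paper concludes that Mist1 functions mainly as an activator in PCs.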

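Of the Mist1-activated genes in Supplementary Table 2, 11 of the 12 metabolic genes were called here, with a median log2 fold change of -1.87. Of the 12 transporter genes, 11 were called with a median of -1.92, and all 10 signaling genes were called with a median of -1.85. The 46 Xbp1-activated genes of UPR or ER function were tested as a list in *Cd23*-Cre *Bhlha15* fl/fl PCs. Their median log2 fold change was 0.065, at the 71.7th percentile of 10000 random lists of the same expression, whose 95% range was -0.041 to 0.14. Neither limma's camera with a preset correlation (adjusted p = 0.0830 over 7 lists) nor fry (adjusted p = 0.353) found a shift of the list. With no filter on low values, the unadjusted camera p was 0.0478, for a median of 0.065. An adjusted p under 0.05 among all genes tested was reached by 16 of the 46 genes, 10 of them higher, and by 18 when adjusted over the list alone. The exception in size was *Rab3d*, the only gene of the list called in *Cd23*-Cre *Bhlha15* fl/fl PCs.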

The most prominent functional classes of Mist1-activated genes code for 12 metabolic proteins, 12 transporters and 10 signaling molecules, while genes implicated in UPR and ER function were not regulated by Mist1 (**Figure 5E**). Seven activated Mist1 target genes code for transcriptional (Zfp667, Cited4, Creb3l1, Hdac1) and translational (Rps27l, Eed1akmt3) regulators as well as for the autophagy-controlling Asah2 protein (**Figure 5F**). 

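*Zfp667* was at 12.3 ± 1.84 TPM in control PCs and 2.89 ± 0.256 TPM in *Cd23*-Cre *Bhlha15* fl/fl PCs (SD, n = 2 each), a 4.07-fold decrease (adjusted p = 0.00195 from limma). *Cited4* fell 6.37-fold, from 10.5 ± 1.64 to 1.57 ± 0.468 TPM (adjusted p = 0.00229 from limma), and *Creb3l1* fell 3.65-fold, from 7.27 ± 1.29 to 1.90 ± 0.392 TPM. *Hdac1* was not lower in the *Cd23*-Cre *Bhlha15* fl/fl PCs, with 22.1 ± 0.981 TPM in control PCs and 25.1 ± 1.99 TPM without Mist1, a log2 fold change of 0.20 (adjusted p = 0.126 from limma). Its transcript is nearly identical to that of *Gm10093*. *Hdac11*, which Supplementary Table 2 lists, fell 2.98-fold, from 8.33 ± 1.37 to 2.69 ± 0.417 TPM (adjusted p = 0.00480 from limma), below the threshold of 3. *Rps27l* fell 3.08-fold, from 1084 ± 84.9 to 347 ± 14.8 TPM. *Eef1akmt3*, named *LOC100504608* in the files, fell 6.03-fold, from 62.9 ± 4.33 to 10.2 ± 0.288 TPM, with the same adjusted p of 0.000748 from limma as *Rps27l*. *Asah2* fell 4.38-fold, from 15.0 ± 4.23 to 3.25 ± 0.242 TPM (adjusted p = 0.00286 from limma). Common Mist1 regions lay within 10 kb of each of these genes except *Asah2*, which had 0, and *LOC100504608*, which was not examined here.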

Similar to the observed increase of Blimp1 and Irf4 protein expression (**Figures 3E, F**), the *Prdm1* and *Irf4* mRNA expression was also moderately upregulated in Mist1-deficient PCs (**Figure 5G**), consistent with Mist1 binding at both genes (**Supplementary Figures 5F, G**). Moreover, only 8 genes were deregulated more than 3-fold in both Mist1-deficient PCs and Xbp1-deficient PBs (**Supplementary Figure 5H**), indicating that both factors largely regulate distinct gene expression programs in PBs.

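*Prdm1* was at 187 ± 16.1 TPM in control PCs and 220 ± 23.9 TPM in *Cd23*-Cre *Bhlha15* fl/fl PCs (SD, n = 2 each), a scaled log2 fold change of 0.25 (SE 0.09). Its adjusted p from limma was 0.0793 among all genes tested and 0.0438 when adjusted over the list alone, which held *Prdm1*, *Irf4* and *Xbp1*. Over the alternatives, the log2 fold change was between 0.23 and 0.25 and the adjusted p over all genes between 0.0660 and 0.174, and the log2 fold change was between 0.15 and 0.36 when each library was left out in turn. *Irf4* rose from 714 ± 35.9 to 917 ± 42.9 TPM, a log2 fold change of 0.38 (SE 0.06, adjusted p = 0.00952 from limma, and 0.00305 when adjusted over the list alone). *Xbp1* was at 4778 ± 453 and 5191 ± 149 TPM, a change of 0.14 (SE 0.11, adjusted p = 0.380 from limma). *Irf4* lies on the plus strand of chromosome 13 of mm9 from 30841095 to 30858796 and overlapped 5 common Mist1 regions, 3 of which held CAGCTG. The first of them, from 30840430 to 30845543, spans the TSS.

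**Figure D3:**
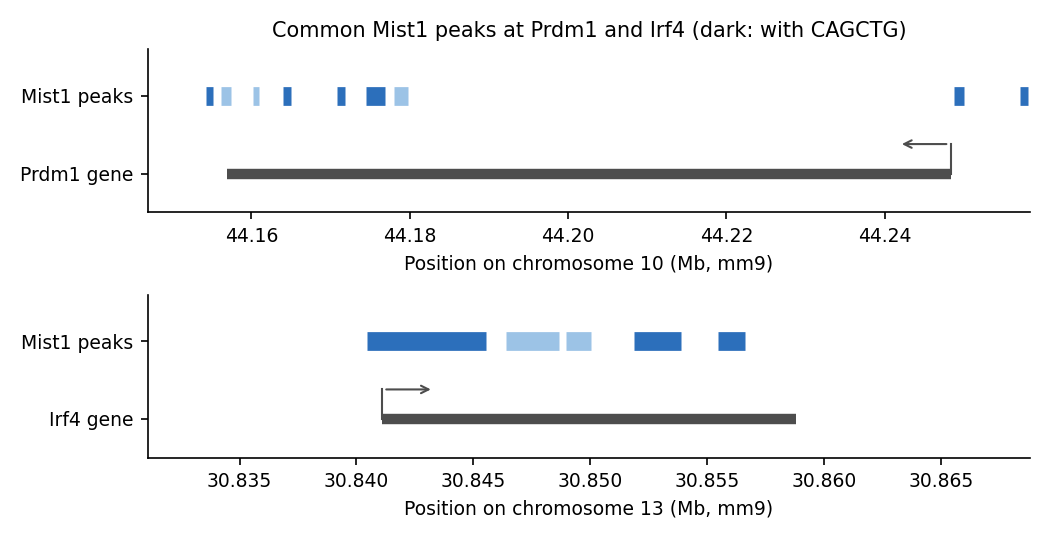
Map of the common Mist1 regions at *Prdm1* on chromosome 10 and *Irf4* on chromosome 13 of mm9, with positions to scale within 10 kb of each gene. Regions with at least 1 CAGCTG are dark, 6 of 9 at *Prdm1* and 3 of 5 at *Irf4*.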

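Of 10965 genes tested in both experiments, 223 were called in Xbp1-deficient PBs and 90 in Mist1-deficient PCs, and 10 genes were called in both. Of these, 9 were lower in both, where 1.42 would be shared by chance (two-sided Fisher's exact test, p = 1.15e-05), and *Gnat2* was lower in the PBs and higher in the PCs. The number of shared genes depends on the fold threshold and was 55 above 2-fold, of which 43 were lower in both, where 12.6 would be shared by chance (Fisher's exact test, p = 1.10e-12). The Mist1-activated genes as a list had a median log2 fold change of -0.60 in Xbp1-deficient PBs, in which *Bhlha15* itself is low, and 61 of the 80 genes tested were lower. This median was below all of 10000 random lists of the same expression, whose 95% range was -0.040 to 0.14 (limma, camera adjusted p = 3.37e-08 and fry adjusted p = 0.000793 over 7 lists). From the small number of genes shared above 3-fold, the paper concludes that both factors largely control distinct gene expression programs.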

As Blimp1 (*Prdm1*) expression was increased in Mist1-deficient PCs (**Figures 3E, 5G**), we next used the previously identified 121 repressed Blimp1 target genes (3) for gene set enrichment analysis (GSEA) of the RNA-seq data of control and Mist1-deficient PCs. Interestingly, there was a strong correlation between repressed Blimp1 target genes and Mist1-activated genes (**Figure 5H**). 

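None of the 21 Blimp1-repressed genes of Figure 5I was among the 87 genes called lower in *Cd23*-Cre *Bhlha15* fl/fl PCs, and 0 of them is listed in Supplementary Table 2, although 18 had an adjusted p under 0.05 from limma. The largest decrease among them was the 1.94-fold change of *Abca3*. The published list of Blimp1-repressed genes from which these 21 were taken was not analysed here.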

Importantly however, there was no overlap between the published repressed Blimp1 target genes (> 3-fold) (3) and the Mist1-activated genes (> 3-fold; **Figure 5D** and **Supplementary Table 2**). In contrast, the expression of most Blimp1-repressed target genes (3) was modestly (≤ 2-fold) reduced in *Cd23*-Cre *Bhlha15* ^fl/fl^ PCs compared with control *Bhlha15* ^fl/fl^ PCs (**Figure 5I**). This repression is likely caused by the increased expression of Blimp1 in *Cd23*-Cre *Bhlha15* ^fl/fl^ PCs and may thus not reflect direct activation by Mist1. 

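All 21 genes of Figure 5I had lower values in both *Cd23*-Cre *Bhlha15* fl/fl libraries than in both control libraries, and the count was 21 in each fit that left out a library. Their median log2 fold change was -0.50. *Abca3* fell from 38.3 ± 5.94 to 19.3 ± 0.470 TPM (SD, n = 2 each), a log2 fold change of -0.96 (adjusted p = 0.00566 from limma). *Grn* fell by 0.88 on the log2 scale, from 721 ± 199 to 380 ± 14.8 TPM, and *Klf2* fell by 0.75. With all libraries, the smallest decrease was the 1.23-fold change of *Ahnak*, with an adjusted p of 0.112 from limma. The size of these changes depended on the control libraries, as the log2 fold change was -0.56 for *Grn*, -0.49 for *Klf2* and -0.45 for *Ahnak* without control replicate 137948, and -1.20, -1.01 and -0.15 without control replicate 137949. For *Notch2* and *St3gal6*, the adjusted p was 0.0768 and 0.0554. Without the trend of the variance on expression, 10 of the 21 genes had an adjusted p under 0.05. As the paper displays these genes for their change in the same libraries, the count of lower genes is not independent evidence, and no test of the list was run. The paper proposes that increased Blimp1 expression is the likely cause of this repression rather than a direct action of Mist1.

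**Figure D4:**
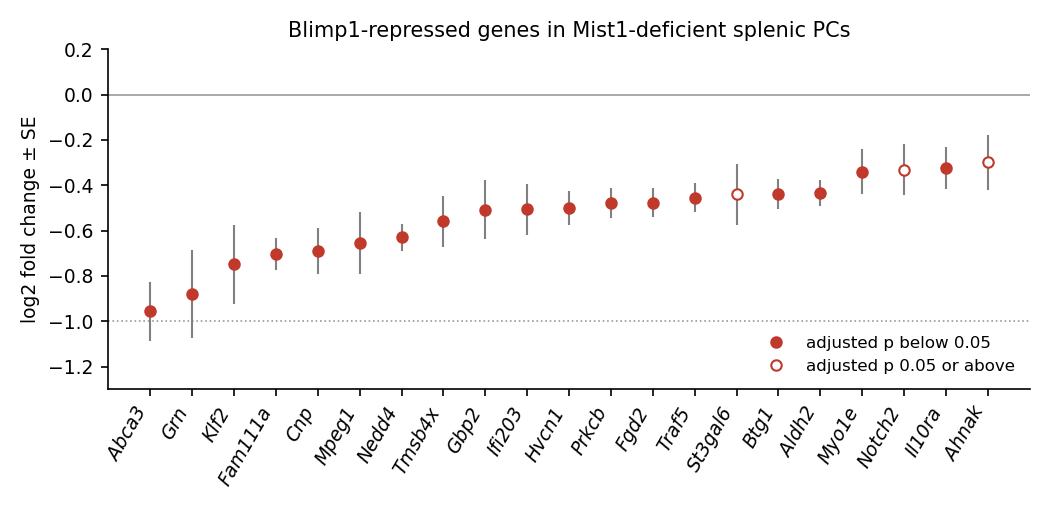
Log2 fold changes of the 21 genes of Figure 5I in *Cd23*-Cre *Bhlha15* fl/fl PCs against control PCs, with standard errors from limma, as filled points for an adjusted p below 0.05 and open points otherwise. The values lie between -0.96 for *Abca3* and -0.30 for *Ahnak*.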

In summary, we conclude that Mist1 regulates a largely different gene expression program than Xbp1 and further represses Blimp1 target genes by activating *Prdm1* expression in PCs.

### Reduced Blimp1 expression rescues the cell number and antibody secretion of Mist1-deficient plasma cells

Blimp1 is known to contribute to antibody secretion by strongly activating the transcription of the *Igh* and *Igk* genes and by regulating the posttranscriptional expression switch from the membrane-bound form to the secreted form of the Ig heavy chain (3). Hence, it is conceivable that the increased Blimp1 expression in *Cd23*-Cre *Bhlha15* ^fl/fl^ PCs may be responsible for the observed increase in antibody secretion in addition to the moderate repression of its target genes. To test this hypothesis, we took advantage of the *Prdm1* ^Gfp^ null allele (38) to reduce the expression of Blimp1 by a factor of two in bone marrow PCs of unimmunized *Prdm1* ^Gfp/+^ *Cd23*-Cre *Bhlha15* ^fl/fl^ mice. While the frequency of PCs was 1.8-fold reduced in *Cd23*-Cre *Bhlha15* ^fl/fl^ mice compared to control *Bhlha15* ^fl/fl^ mice, it was 1.5-fold increased in *Prdm1* ^Gfp/+^ *Cd23*-Cre *Bhlha15* ^fl/fl^ mice relative to *Cd23*-Cre *Bhlha15* ^fl/fl^ mice and thus reached a similar level observed in control *Bhlha15* ^fl/fl^ and *Prdm1* ^Gfp/+^ *Bhlha15* ^fl/fl^ mice (**Figures 6A, B**). Moreover, the frequencies of both the less mature GFP(Blimp1)^lo^ and more mature GFP(Blimp1)^hi^ PCs (38) were equally but only moderately reduced in *Prdm1* ^Gfp/+^ *Cd23*-Cre *Bhlha15* ^fl/fl^ compared to control *Prdm1* ^Gfp/+^ *Bhlha15* ^fl/fl^ mice (**Figures 6C, D**). Importantly, the expression of IgM was 1.4-fold increased only in PCs of *Cd23*-Cre *Bhlha15* ^fl/fl^ PCs but not in PCs of *Prdm1* ^Gfp/+^ *Cd23*-Cre *Bhlha15* ^fl/fl^ mice or the control *Prdm1* ^Gfp/+^ *Bhlha15* ^fl/fl^ and *Bhlha15* ^fl/fl^ mice, as shown by intracellular staining (**Figure 6E**). Hence, a 2-fold reduction of Blimp1 expression restored both PC numbers and IgM expression in *Prdm1* ^Gfp/+^ *Cd23*-Cre *Bhlha15* ^fl/fl^ mice. These data therefore indicate that Mist1 largely mediates its effects on plasma cells by restraining Blimp1 expression.

**Figure 6:**
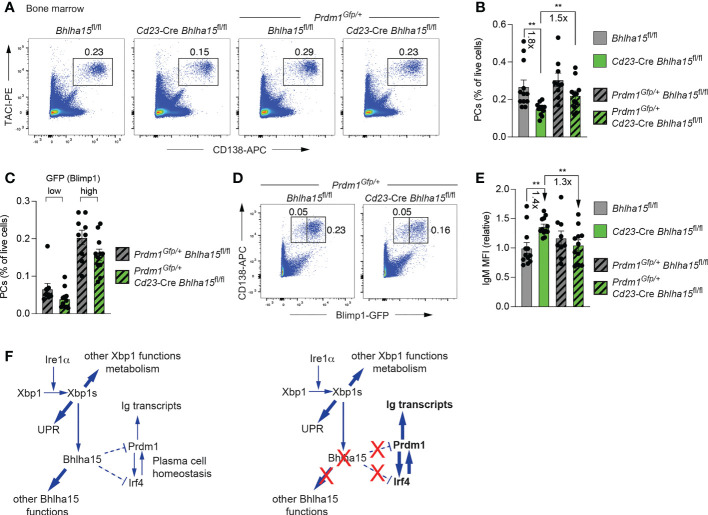
Reduced Blimp1 expression rescues the cell number and antibody secretion of Mist1-deficient plasma cells. **(A)** Flow-cytometric analysis of PCs (TACI^+^CD138^+^) in the bone marrow of unimmunized 10-13-week-old mice of the indicated genotypes. The percentage of cells in the gate is indicated. One of two independent experiments is shown. **(B)** Frequency of bone marrow PCs in unimmunized mice of the indicated genotypes. The frequencies were calculated based on the data of two independent experiments performed with *Bhlha15* ^fl/fl^ (*n* = 12), *Cd23*-Cre *Bhlha15* ^fl/fl^ (*n* = 12), *Prdm1* ^Gfp/+^ *Bhlha15* ^fl/fl^ (*n* = 9) and *Prdm1* ^Gfp/+^ *Cd23*-Cre *Bhlha15* ^fl/fl^ (*n* = 11) mice. **(C, D)** Flow cytometric analysis of GFP (Blimp1) expression in PCs (GFP^+^CD138^+^) from the bone marrow of *Prdm1* ^Gfp/+^ *Cd23*-Cre *Bhlha15* ^fl/fl^ and control *Prdm1* ^Gfp/+^ *Bhlha15* ^fl/fl^ mice **(D)**. Frequency of GFP^hi^ and GFP^lo^ PCs in the bone marrow of *Prdm1* ^Gfp/+^ *Cd23*-Cre *Bhlha15* ^fl/fl^ and *Prdm1* ^Gfp/+^ *Bhlha15* ^fl/fl^ mice **(C)**. **(E)** Quantification of the mean fluorescence intensity (MFI) of intracellular IgM staining in bone marrow PCs (TACI^+^CD138^+^) of unimmunized mice with the genotypes and mouse numbers described in **(B)**. The MFI data are shown relative to the mean value of the *Bhlha15* ^fl/fl^ PCs (set to 1). **(F)** Model explaining how the loss of *Bhlha15* (Mist1) influences the regulatory networks controlling PC homeostasis and antibody secretion. Statistical data are shown as mean values with SEM and were analyzed with the unpaired Student’s *t* test (**B**, **C**, **E**); **P < 0.01. Each dot **(B, C, E)** represents one mouse.

## Discussion

An essential function of the transcription factor Xbp1 is to activate the UPR gene expression program upon induced ER stress in most cell types (39) and to promote antibody secretion at a high rate in PBs and PCs of the B cell lineage (7, 11, 12). By analyzing the Xbp1-dependent gene expression program in PBs, we identified the *Bhlha15* (Mist1) gene as the most strongly activated direct target gene of Xbp1. Mist1 was previously shown to play an important role in other secretory cell types by inducing and maintaining their secretory cell architecture (15–18). By systematically investigating the phenotype of Mist1-deficient PCs *in vivo* in unimmunized and NP-KLH-immunized mice, we realized that antibody secretion was moderately increased in Mist1-deficient PCs, in marked contrast to the strong reduction of antibody secretion in Xbp1-deficient PCs (12, 13). Although Mist1 is also not expressed in the absence of Xbp1, the loss of immunoglobulin secretion in Xbp1-deficient PCs interferes with the manifestation of the Mist1-deficient phenotype, which appears to be largely caused by increased immunoglobulin secretion. Molecular analyses revealed that Mist1 and Xbp1 regulate largely different sets of target genes, as Xbp1 regulates UPR genes involved in ER expansion and antibody secretion, while Mist1 restrains the expression of Blimp1 and Irf4 in PCs.

A previous study investigating the role of Mist1 in LPS-stimulated *Bhlha15* ^–/–^ PBs (33) did not report any differences in the formation and function of mutant and wild-type PBs, which is consistent with our finding that *Cd23*-Cre *Bhlha15* ^fl/fl^ and control B cells differentiated *in vitro* to PBs at equal frequency in response to LPS stimulation or treatment with IL-21 in the iGB system. A second study also did not find significant differences in the generation and function of splenic PCs *in vivo* by analyzing few immunized *Bhlha15* ^–/–^ and wild-type mice (34). In our comprehensive study, we performed multiple experiments to analyze *in vivo* PCs in the spleen and bone marrow of *Cd23*-Cre *Bhlha15* ^fl/fl^ and control mice under steady-state condition and upon immunization, which allowed us to detect a significant decrease in PCs and a significant increase in antibody secretion in the *Bhlha15* mutant mice.

In the absence of Mist1, PCs were not only reduced in number but also secreted more antibodies per cell, based on their increased immunoglobulin protein expression and larger ELISPOT size. Consistent with efficient antibody secretion, Mist1-deficient PCs had a similar cell size and content of well-stacked rough ER as control PCs. While a previous study reported subtle difference in the ER structure of two analyzed Mist1-deficient PCs in the small intestine (33), we provide now statistically relevant data for our observation that Mist1-deficient PCs in the bone marrow have a normal ER ultrastructure.

The enhanced antibody production and secretion in Mist1-deficient PCs likely increases the ER stress, which may impair cell survival, thus explaining the reduced PC numbers in *Cd23*-Cre *Bhlha15* ^fl/fl^ mice. In this context, it is important to mention that autophagy is known to restrain antibody secretion in PCs, thereby promoting homeostasis and survival of PCs (40). Autophagy-deficient PBs show increased antibody secretion, Blimp1 expression and apoptosis, similar to the Mist1-deficient PCs. Interestingly, Lyso-Tracker staining of Mist1-deficient PCs revealed an increase in acidic compartments consisting of lysosomes or autophagosomes. The Mist1-activated gene *Asah2* (nCDase) has been implicated in the control of autophagy, as its inactivation in mouse embryonic fibroblasts results in increased autophagy (41). The downregulation of this gene in Mist1-deficient PCs (**Figure 5F**) may explain the observed increase in acidic compartments, which likely indicates enhanced autophagy. This observation therefore suggests that enhanced autophagy is not able to correct the Blimp1-induced increase of antibody secretion in Mist1-deficient PCs.

The elevated expression of the PC-specific transcription factor Blimp1 is likely responsible for the increased antibody secretion by Mist1-deficient PCs, as Blimp1 is known to strongly activate the transcription of the *Igh* and *Igk* genes *via* their 3’ enhancer and to regulate the posttranscriptional expression switch from the membrane-bound form to the secreted form of the Ig heavy chain (3) (**Figure 6F**). In addition to Blimp1, the expression of Irf4, another essential PC regulator, is also increased in Mist1-deficient PCs. Irf4 and Blimp1 appear to cross-regulate each other, as Irf4 activates *Prdm1* (Blimp1) expression at the onset of PB differentiation (5, 6), while Blimp1 further induces *Irf4* expression in PBs (3) (**Figure 6F**). Both *Irf4* and *Prdm1* are bound by Mist1 and thus qualify as potentially repressed Mist1 target genes, although DNA-binding data alone can only suggest, but not prove, a direct role of Mist1 in the repression of *Prdm1*, *Irf4* or both genes (**Figure 6F**). Importantly, a 2-fold reduction of Blimp1 expression was sufficient to restore both PC numbers and antibody expression in *Prdm1* ^Gfp/+^ *Cd23*-Cre *Bhlha15* ^fl/fl^ mice. These genetic data therefore demonstrate that Mist1 largely mediates its effects on plasma cells by restraining Blimp1 expression (**Figure 6F**).

Mist1 lacks a transactivation domain (14), and its homodimer is therefore considered to act as a transcriptional repressor (37). However, Mist1 predominantly functions as a transcriptional activator in PCs, as shown by our transcriptomic analysis. Here, we demonstrate that Mist1 can heterodimerize with the E-protein E2A in PBs, as it was previously shown in a myoblast cell line (37). Moreover, the majority of all E2A-binding sites in PBs (27) were also bound by Mist1, suggesting that Mist1 may bind DNA as an Mist1-E2A heterodimer in PBs. As E2A contains two strong transactivation domains (42, 43), it is likely that Mist1 can activate gene expression in PCs primarily by recruiting E2A as a Mist1-E2A heterodimer to the activated Mist1 target genes.

In summary, our study has identified Mist1 as a critical regulator that restrains Blimp1 expression and thus reduces antibody secretion to promote PC viability similar to the role of autophagy in PCs (40).

## Data availability statement

The RNA-seq and ChIP-seq data, which were generated for this study (**Supplementary Table 3**), are available at the Gene Expression Omnibus (GEO) repository under the accession numbers GSE190591.

## Ethics statement

The animal study was reviewed and approved by the Magistratsabteilung 58, Amt der Wiener Landesregierung, City of Vienna.

## Author contributions

MW performed most experiments, TP performed the flow-cytometric analyses of unimmunized PCs, the intracellular staining of IgM expression and the Blimp1 rescue experiments, PB performed the Xbp1 ChIP-seq experiment, AH and JS performed the glycosylation analysis, DK-P generated the *Xbp1* ^Bio/+^ mouse, SK generated the *Bhlh15* ^fl/fl^ mouse, MJ and MF performed the bioinformatic analysis of the RNA-seq and ChIP-seq data, respectively, MB and MW planned the project and wrote the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: The Xbp1-regulated transcription factor Mist1 restricts antibody secretion by restraining Blimp1 expression in plasma cells
**Source:** Front Immunol. 2022 Dec 21;13:859598. doi: 10.3389/fimmu.2022.859598
**Supplement:** Supplementary file 4

## Supplementary Figure Legends

Wöhner et al.

### SUPPLEMENTARY FIGURE 1 | Analysis of XBP1-dependent gene regulation.

**SUPPLEMENTARY FIGURE 2 | Analysis of plasma cells in *Cd23-Cre Bhlha15<sup>fl/fl</sup>* and *Cd23-Cre Xbp1<sup>fl/fl</sup>* mice.** **(A)** Expression of *Bhlha15* mRNA, shown as transcripts per million (TPM) value determined by RNA-seq analysis of the indicated B cell populations. Mature B cells of *Prdm1<sup>Gfp/+</sup>* mice were cultured in the iGB system for 6 days with IL-4 followed by 3 days with IL-21. Activated B cells (Act B) were sorted as CD19<sup>+</sup>Blimp1-GFP<sup>-</sup>CD138<sup>-</sup> cells, pre-plasmablasts (pre-PB) as CD19<sup>+</sup>Blimp1-GFP<sup>+</sup>CD138<sup>-</sup> cells and plasmablasts (PB) as CD19<sup>+</sup>Blimp1-GFP<sup>+</sup>CD138<sup>+</sup> cells. Germinal center (GC) B cells were sorted as B220<sup>+</sup>CD19<sup>+</sup>GL7<sup>+</sup>Fas<sup>+</sup> cells at day 14 after immunization with sheep red blood cell. The RNA-seq data of mature B cells and plasma cells were previously published (3, 4). **(B)** Frequency of mature B cells in the spleen of the indicated genotypes, as shown by flow-cytometric analysis. *Bhlha15<sup>fl/fl</sup>* and *Xbp1<sup>fl/fl</sup>* mice served as controls. **(C)** Intracellular staining of Mist1 and Xbp1 expression in splenic PCs of the indicated genotypes. One of 3 experiments is shown. **(D)** Flow-cytometric analysis of the cell size (FCS-A) of PCs from the bone marrow of unimmunized mice of the indicated genotypes. **(E)** ELISPOT

analysis of IgG antibody-secreting cells (ASC) from the bone marrow of unimmunized age-matched mice of the indicated genotypes. Representative wells of an anti-IgG ELISPOT experiment are shown together with a scale bar of 2 mm. **(F)** Serum titers of total antibodies of the IgM, IgG1, IgG2b, IgG3, IgA and IgE isotypes in unimmunized 10-11-week-old mice of the indicated genotypes, as determined by ELISA (see Methods). The sera of two experiments were analyzed. **(G)** Schematic representation of a glycan tree attached to Asn297 of the IgG3 heavy chain (right). The glycan tree contains monomers of N-acetylglucosamine (Gn), fucose (F), mannose (M), galactose (A) and sialic acid (Ng). The relative abundance of the different IgG3 isoforms is shown (left). One experiment was performed. Statistical data **(B, F, G)** are shown as mean values with SEM and were analyzed with the unpaired Student's *t* test; \**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001. Each dot **(B, F, G)** represents one mouse.

**SUPPLEMENTARY FIGURE 3** | *Mist1* is dispensable for antibody secretion by *in vitro* differentiated plasmablasts. **(A-C)** Analysis of PBs that were generated from splenic CD43<sup>+</sup> B cells of the indicated genotypes by *in vitro* stimulation with LPS and IL-4 for 4 days. *Bhlha15*<sup>fl/fl</sup> and *Xbp1*<sup>fl/fl</sup> mice served as controls. **(A)** Normal *in vitro* differentiation of PBs (CD23<sup>+</sup>CD138<sup>+</sup>) from splenic B cells of all three genotypes. One of five experiments is shown. **(B)** ELISPOT analysis of *in vitro* differentiated PBs. At day 4 of LPS plus IL-4 stimulation, 200 CD23<sup>+</sup>CD138<sup>+</sup>IgM<sup>+</sup> plasmablasts were sorted and plated per well for 6 hours. Plates were coated and developed with anti-IgM. One of 2 independent experiments is shown. The scale bar indicates 2 mm. **(C)** Size distribution of the antibody-containing dots, which were produced by the IgM ASCs shown in **(B)**. The dot sizes were automatically quantified by using the Fiji software (see Methods). Black lines indicate the median, and boxes represent the middle 50% of the data. Whiskers denote all values of the 1.5× interquartile range. Dots with a size of > 0.001 mm<sup>2</sup> are analyzed. **(D, E)** Analysis of PBs that were generated *in vitro* in the iGB system by stimulation of splenic CD43<sup>+</sup> B cells on 40LB cells for 4 days with IL-4 followed by 4 days with IL-21 stimulation. **(D)** ELISPOT analysis of IgE-secreting PBs. IgE<sup>+</sup>CD138<sup>+</sup>CD19<sup>+</sup>CD23<sup>+</sup> PBs were sorted, and 200 cells were plated per well. It is important to note that most B cells have undergone class switch recombination to IgE after 8 days in the iGB system (data not shown). One of 2 experiment is shown. The scale bar indicates 2 mm. **(E)** Size distribution of the antibody-containing dots, which were produced by the IgE ASCs shown in **(D)** and were analyzed as described in **(C)**. Statistical data **(A-E)** are indicated as mean values with SEM **(A, B, D)** and were analyzed with the unpaired Student's *t* test **(A, B, D)** or Mann-Whitney test **(C, E)**; \*\*\**P* < 0.001; \*\*\*\*, *P* < 0.0001. Each dot **(A, B, D)** represents one mouse.

**SUPPLEMENTARY FIGURE 4** | Normal morphological structure of *Cd23-Cre Bhlha15*<sup>fl/fl</sup> plasma cells. **(A)** Electron microscopic analysis of bone marrow PCs of the indicated genotypes, which were sorted as B220<sup>int</sup>CD28<sup>+</sup>CD138<sup>+</sup>Lin<sup>+</sup> cells, fixed and processed as described in Methods. The scale bars indicate 2 μm. The cells surrounding the PCs are erythrocytes. **(B, C)** Golgi-Tracker **(B)** and ER-Tracker **(C)** staining of PCs at day 7 after NP-KLH immunization. A representative flow-cytometric analysis (left) and quantification of the MFI values (right) of one experiment are shown. Statistical data **(B, C)** are shown as mean values with SEM and were analyzed with the unpaired Student's *t* test; \**P* < 0.05; \*\**P* < 0.01; \*\*\*\*, *P* < 0.0001. Each dot **(B, C)** represents one mouse.

## **SUPPLEMENTARY FIGURE 5 |** Mist1-dependent gene expression program in plasma cells.

**(A)** Immunomagnetic enrichment of CD138<sup>+</sup> PBs that were *in vitro* differentiated for 4 days by LPS stimulation of CD43<sup>+</sup> B cells from the spleen of *Bhlha15*<sup>fl/fl</sup> *Rosa26*<sup>BirA/BirA</sup> mice. The CD138<sup>+</sup> PBs were enriched with CD138-MicroBeads, and their purity was determined by flow cytometric analysis together with the input material and flowthrough fraction prior to Bio-ChIP-seq analysis. **(B)** Published consensus E2A motif identified in PBs (5). **(C)** Extensive overlap of the previously published E2A peaks, identified in PBs (5), with the Mist1 peaks defined in this study. **(D)** Streptavidin (SA) pulldown of E2A together with Mist1-Bio from a nuclear extract of *Bhlha15*<sup>fl/fl</sup> *Rosa26*<sup>BirA/BirA</sup> PBs after 4 days of LPS stimulation. The input material (1%), unbound fraction (0.5%) and precipitated proteins were analyzed by immunoblotting with an anti-E2A or anti-Mist1 antibody. It is important to note that the weak E2A signal may reflect a relatively weak interaction between Mist1-Bio and E2A, while the interaction between Mist1-Bio and the streptavidin-beads is very strong. As a consequence, all Mist1-Bio molecules are pulled down from the nuclear extract with streptavidin, while only the E2A protein fraction bound to Mist1-Bio at the time of the pull-down are co-precipitated. **(E)** Principal component analysis based on 2 RNA-seq experiments performed with splenic PCs of each indicated genotype at day 7 after NP-KLH immunization. **(F, G)** Binding of Mist1 and E2A at the *Irf4* **(F)** and *Prdm1* **(G)** loci in LPS-stimulated PBs. The expression (RNA-seq data) in control and *Cd23-Cre Bhlha15*<sup>fl/fl</sup> (KO) PCs is shown together the Mist1 Bio-ChIP-seq data and the previously published E2A ChIP-seq and ATAC-seq data of LPS-differentiated PBs (5). Horizontal bars indicate peaks identified by MACS peak calling. 

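In both Xbp1-deficient PBs and Mist1-deficient PCs, *Bhlha15*, *Ckb*, *D10Bwg1379e*, *LOC100504608*, *Myo1h*, *Rab3d*, *Serpini1*, *Slc2a6* and *Timd2* were called lower. *Serpini1* had log2 fold changes of -2.73 in the PBs and -3.12 in the PCs, and *Rab3d* of -2.73 and -4.14. For *Ckb*, they were -3.74 and -1.86, and for *D10Bwg1379e* -4.09 and -2.64. The value of *Timd2* in the PBs depended on a library, as the *Cd23*-Cre *Xbp1* fl/fl replicates were at 25.0 and 70.2 TPM against 138 and 133 TPM in *Xbp1* fl/fl PBs, and its log2 fold change was between -2.64 and -1.17 when each library was left out in turn. *Myo1h* overlaps *Gm13789* on the same strand.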

The elements A-H upstream of the *Prdm1* gene were previously shown to interact with the *Prdm1* promoter by 3C-analysis (5). **(H)** Expression of 8 genes, which are activated more than 3-fold by Mist1 in PCs as well as by Xbp1 in PBs.

## **REFERENCES**

1. J. Tellier *et al.*, Blimp-1 controls plasma cell function through the regulation of immunoglobulin secretion and the unfolded protein response. *Nat. Immunol.* **17**, 323-330 (2016).
2. A. Jolma *et al.*, DNA-binding specificities of human transcription factors. *Cell* **152**, 327-339 (2013).
3. R. Revilla-i-Domingo *et al.*, The B-cell identity factor Pax5 regulates distinct transcriptional programmes in early and late B lymphopoiesis. *EMBO J.* **31**, 3130-3146 (2012).
4. M. Minnich *et al.*, Multifunctional role of the transcription factor Blimp-1 in coordinating plasma cell differentiation. *Nat. Immunol.* **17**, 331-343 (2016).
5. M. Wöhner *et al.*, Molecular functions of the transcription factors E2A and E2-2 in controlling germinal center B cell and plasma cell development. *J. Exp. Med.* **213**, 1201-1221 (2016).

# Supplementary material for: The Xbp1-regulated transcription factor Mist1 restricts antibody secretion by restraining Blimp1 expression in plasma cells
**Source:** Front Immunol. 2022 Dec 21;13:859598. doi: 10.3389/fimmu.2022.859598
**Supplement:** Supplementary file 5

## Supplementary Materials and Methods

Wöhner et al.

### Mice

The *Bhlha15*<sup>fl/fl</sup> mice (1), *Xbp1*<sup>fl/fl</sup> mice (2), Rosa26<sup>BirA/BirA</sup> mice (3), *Meox2*<sup>Cre/+</sup> mice (4), transgenic *Cd23-Cre* mice (5), *Prdm1*<sup>Gfp/+</sup> mice (6) and *Bhlha15*<sup>CreER/+</sup> mice (7) mice were maintained on the C57BL/6 genetic background. All animal experiments were carried out according to valid project licenses, which were approved and regularly controlled by the Austrian Veterinary Authorities.

### Generation of the *Xbp1s*<sup>Bio</sup> allele

The *Xbp1s*<sup>Bio</sup> allele (Supplementary Figure 1E) was generated by homologous recombination in mouse ES cells. The corresponding targeting vector was obtained by insertion of the following sequences in the 5' to 3' direction into the mouse *Xbp1* bacterial artificial chromosome (BAC) RP23-421C23 by recombination-mediated genetic engineering in *E. coli*; a 185-bp fragment containing the C-terminal tag sequences (fused in frame to the last *Xbp1s* codon) and a 1.9-kb fragment containing the human  $\beta$ -actin promoter linked to the neomycin-resistance gene (flanked by *loxP* sites). The tag sequences contained a TEV protease cleavage site, epitopes for anti-V5 and anti-Flag antibodies, a PreScission protease cleavage site and a biotin acceptor sequence (Bio) for biotinylation by the *E. coli* biotin ligase BirA. In a second step, the targeting vector was generated by excision and insertion of the integrated sequences together with the flanking 5' (4.6 kb) and 3' (1.9 kb) homology regions by recombination-mediated genetic engineering from the modified BAC into the pBV-DTA-pA plasmid containing a gene encoding the herpes simplex virus thymidine kinase (for negative selection). Linearized DNA (15  $\mu$ g) was electroporated into cells ( $1 \times 10^7$ ) of the hybrid C57BL/6 x 129Sv ES cell line A9, followed by selection with 250  $\mu$ g/ml G418. PCR-positive clones were verified by Southern blot analysis prior to injection into C57BL/6 blastocysts and the generation of *Xbp1s*<sup>Bio-neo/+</sup> mice, which were subsequently crossed with *Meox2*<sup>Cre/+</sup> mice (4) to generate *Xbp1s*<sup>Bio/+</sup> mice, followed by backcrossing to the C57BL/6 genetic background.

### Antibodies and intracellular flow cytometry

The following monoclonal antibodies were used for flow cytometric analysis of the mouse spleen, bone marrow and cultured PBs: B220/CD45R (RA3-6B2), CD4 (GK1.5), CD8a (53-6.7), CD11b/Mac1 (M1/70), CD19 (1D3), CD21/CD35 (7G6), CD22 (Cy34.1), CD23 (B3B4), CD28 (37.51), CD95/Fas (Jo2), CD138 (281-2), IgD (11.26c), IgM (II/41), IgE (R35-72), IgG1 (A85-1), GL7 (GL-7), Xbp1 (M-186), Mist1 (D7N48), Blimp1 (5E7), TACI/CD267 (8F10), Irf4 (IRF4.3E4) antibodies. For labeling of the lysosomes, LysoTracker Deep Red (Thermo Fisher Scientific) staining was performed at 50 nM in medium for 30 min at 37 °C. Cells were washed twice and then stained with additional antibodies. For labelling of the ER and Golgi, cells were labelled with the Golgi/ER staining kit Cytopainter (Abcam) according to the manufacturer's instructions. For intracellular staining, we used the Foxp3 Staining Buffer Set (Miltenyi Biotec).

### **Definition and flow cytometric sorting of cell populations**

Long-lived plasma cells (PCs) from the bone marrow, PCs and germinal center (GC) B cells from the spleen and *in vitro* differentiated activated cells, pre-plasmablasts (pre-PBs) and plasmablasts (PBs) were sorted with a FACS Aria machine (Becton Dickinson) as follows: recirculating B cells ( $CD19^+B220^+IgD^{hi}IgM^{lo}$ ), GC B cells ( $CD19^+B220^+CD93^+GL7^+$ ), PCs ( $TACI^+CD138^+$  or  $Blimp1-GFP^+CD138^+$ ), *in vitro* activated B cells ( $CD19^+CD23^+CD138^-$ ), pre-PBs ( $CD19^+CD23^-CD138^-$ ) and PBs ( $CD19^+CD23^-CD138^+$ ).

### ***In vitro* B cell stimulation experiments**

Our LPS or LPS plus IL-4 stimulation procedures resulted in about 80% pre-PBs and PBs and 20% activated B cells after 4 days of stimulation. For this,  $CD43^-$  splenic B cells were isolated by immunomagnetic sorting and seeded at a density of  $5 \times 10^5$  cells/ml in IMDM medium containing 10% fetal calf serum (Thermo Fisher), 1 mM glutamine, 50  $\mu$ M  $\beta$ -mercaptoethanol and 25  $\mu$ g/ml LPS (L4130 Sigma-Aldrich) or IL-4 (20 ng/ml) and 25  $\mu$ g/ml LPS.

For experiments in the iGB system, 40LB cells were cultured in DMEM medium supplemented with 10% fetal calf serum prior to irradiation, and  $1 \times 10^5$  splenic B cells were plated on the 40LB cells in a well of a 6-well plate in RPMI medium supplemented with 10% fetal calf serum (Thermo Fisher Scientific), 1 mM glutamine, 50  $\mu$ M  $\beta$ -mercaptoethanol, 10 mM Hepes and 1 mM sodium pyruvate. The cells were subsequently treated with IL-4 (20 ng/ml) for 4 days. At day 4,  $1 \times 10^5$  stimulated B cells were transferred onto a fresh 40LB cell layer in a well of a 6-well plate and were incubated in medium containing IL-21 (10 ng/ml) for the next 4 days.

### **Immunization, ELISPOT and ELISA analyses**

The immune response to a T cell-dependent antigen was studied by intraperitoneal injection of 100  $\mu$ g of 4-hydroxy-3-nitrophenylacetyl-conjugated keyhole limpet hemocyanin (NP-KLH) in alum. The frequencies of antibody-secreting cells (ASCs) were determined in the spleen and bone marrow by enzyme-linked immunospot (ELISPOT) assay as described (8). Anti-IgM, anti-IgG or NP<sub>24</sub>-BSA coated plates were used for capturing antibodies secreted by individual cells, respectively. Spots were visualized with goat anti-mouse IgM, IgG or IgG1 antibodies conjugated to alkaline phosphatase (Southern Biotechnology Associates), and color was developed by the addition of BCIP/NBT Plus solution (Southern Biotechnology Associates). After extensive washing, the spots were counted with an ELISPOT Reader System (Autoimmun Diagnostika). The same procedure was used for *in vitro* cultured cells, for which the ELISPOT plated were coated with anti-mouse IgE or IgM antibodies.

The serum titer of NP-specific IgG1 and IgG2b antibodies was determined by enzyme-linked immunosorbent assay (ELISA) (8) by using plates, which were coated with 25  $\mu$ g/ml NP<sub>24</sub>-BSA to capture NP-specific IgG1 and IgG2b antibodies, respectively. The serum concentration of NP-specific IgG1 was determined relative to that of a standard anti-NP IgG1 antibody (hybridoma SSX2.1). For serum titers of unimmunized mice, a similar approach was used by coating the plates with anti-mouse IgM, IgG1, IgG2b, IgG3, IgA or IgE. Serial dilutions of the respective antibody isoforms at defined concentrations were plated and used as standards.

### Measurement of the ELISPOT size

The size of all ELISPOTs in each well were analyzed using a customized macro developed in the Fiji macro language to perform automated segmentation and measurement in batch mode. Borders of the well area were defined to exclude outside reflections from the analysis, then color deconvolution was used to separate ELISPOTs from background. Laplace filtering and background subtraction were used to enhance contrast and to create binary images of the objects. Segmentation was performed in three rounds to cover different sizes, and the resulting images were then merged. The segmented images were then refined, and objects with low contrast were excluded. The resulting areas were measured.

### Calculation of ER mass

EM pictures of PCs were analyzed using the Fiji software by manually marking the ER structures and adding up the resulting areas measured on the EM section.

### Glycosylation analysis

For glycosylation analyses, approximately 1 µg of murine serum IgG was purified using protein G Dynabeads (Thermo Fisher Scientific) and separated by SDS-PAGE. The Coomassie-stained SDS-PAGE bands representing the IgG heavy-chain polypeptides were excised, destained, reduced, alkylated and in-gel digested with trypsin (Trypsin Gold sequencing grade, Promega) as described previously (9, 10). Tryptic peptides and glycopeptides were separated by reversed-phase nano-HPLC (Acclaim PepMap C18, 75 µm x 50 cm, Thermo Fisher Scientific) and analyzed by ESI-MS/MS (Q Exactive Hybrid Quadrupole-Orbitrap, Thermo Fisher Scientific). The relative abundances of IgG-subclass-specific glycopeptide glycoforms were calculated by integration (FreeStyle 1.3, Thermo Fisher Scientific) of the respective extracted ion chromatographs.

### Electron microscopy

PC sorting was performed with 8 *Xbp1*<sup>fl/fl</sup>, 4 *Cd23-Cre Xbp1*<sup>fl/fl</sup> and 3 *Cd23-Cre Bhlha15*<sup>fl/fl</sup> mice. PCs from the bone marrow of these mice were isolated by erythrocyte lysis, followed by MACS enrichment and flow cytometric sorting. For this, the cells were stained with biotinylated anti-CD4, anti-CD8 and anti-CD21 antibodies, followed by incubation with anti-biotin, anti-CD11b and anti-B220 MicroBeads (Miltenyi) and separation on a magnetic column. The non-bound cells in the flowthrough were stained for flow-cytometric sorting of Lin<sup>-</sup>B220<sup>int</sup>CD138<sup>hi</sup>CD28<sup>+</sup> PCs. Cells were sorted in medium and fixed for 1 h in pre-warmed 2.5% glutaraldehyde in 0.1 M sodium phosphate buffer, pH 7.4. The solution was then centrifuged at 500 rcf for 3 min. Due to the small pellet size, the supernatant was carefully aspirated, and the pelleted cells were mixed with prefixed erythrocytes to minimize cell loss. The samples were then rinsed with the same buffer, post-fixed in 2% osmium tetroxide in 0.1 M sodium phosphate buffer, pH 7.4, on ice, dehydrated in a graded series of acetone on ice and embedded in Agar 100 resin. 70-nm sections were cut parallel to the substrate and post-stained with 2% uranyl acetate and Reynolds lead citrate. Sections were examined with a FEI Morgagni 268D (FEI, Eindhoven, The Netherlands) operated at 80 kV. Images were acquired using an 11-megapixel Morada CCD camera (Olympus-SIS).

### **cDNA preparation for RNA-sequencing**

For RNA-seq analysis of Xbp1-regulated genes, splenic B cells were cultured for 8 days in the iGB system, as described above, and were sorted as CD19<sup>+</sup>CD138<sup>+</sup>CD23<sup>-</sup> PBs on day 8. For RNA-seq analysis of Mist1-regulated genes, mice were immunized with NP-KLH (in alum), and, at day 7, the splenic PCs were sorted as TACI<sup>+</sup>CD138<sup>+</sup> cells. Total RNA was prepared with the Monarch Total RNA Miniprep Kit T2010S (NEB), followed by mRNA and cDNA preparation using the NEBNext Ultra II Directional RNA Kit Prep Kit for Illumina.

### **Bio-ChIP analysis**

CD43<sup>-</sup> B cells from the spleen of *Bhlha15*<sup>fl/fl</sup> *Rosa26*<sup>BirA/BirA</sup> PBs or *Xbp1*<sup>Bio/Bio</sup> *Rosa26*<sup>BirA/+</sup> mice were stimulated for 4 days with LPS. For Mist1 Bio-ChIP analysis, CD138<sup>+</sup> PBs were stained with CD138-PE (Miltenyi) followed by immunomagnetic sorting with CD138-MicroBeads (Miltenyi) and crosslinking at room temperature for 10 min with 1% formaldehyde. For Xbp1 Bio-ChIP analysis, the differentiated cells at day 4 of LPS stimulation were directly used for crosslinking with 1% formaldehyde for 10 min. Nuclei were prepared and lysed, and the chromatin was sheared with a Bioruptor<sup>®</sup> sonicator (Diagenode) followed by immunoprecipitation using the streptavidin magnetic beads (Dynabeads M-270, Thermo Fisher) as described (11).

### **Library preparation and Illumina deep sequencing**

About 1-5 ng of cDNA or ChIP-precipitated DNA were used as starting material for the generation of sequencing libraries with the NEBNext Ultra II DNA Library Prep Kit for Illumina. Cluster generation and sequencing was carried out by using the Illumina HiSeq 2000 system with a read length of 50 nucleotides according to the manufacturer's guidelines.

### **Bioinformatic analysis of ChIP-seq data**

Sequence reads that passed the Illumina quality filtering were considered for alignment. For ChIP-seq, the reads were aligned to the mouse genome assembly version of July 2007 (NCBI37/mm9), using the Bowtie program (12) version 1.0.0 for experimental samples and version 0.12.5. for the input sample. Read coverage tracks were calculated with the BEDTool program version 2.27.1 (13), were normalized to reads per millions (RPM) using the SAMTools version 1.9 (14) as well as the KentTools version 20190507 (15). Where necessary (e.g. for comparison of peak regions), reads were down-sampled before peak calling to the lowest read number in the samples to be compared, using the Picard tool version 2.18.27 (16). Peaks were called with the MACS program version 2.2.5 (17), using a mature B cell input sample (GSM2058441) as a control. We filtered all peaks for significance ( $P$  value  $< 10^{-10}$ ). Peak overlaps were calculated with the MULTOVL program version 1.3 (18). All analyses were implemented as bash and R version 3.6 scripts.

### **Bioinformatic analysis of RNA-seq data**

Sequence reads that passed the Illumina quality filtering were considered for alignment. The reads were adapter-trimmed with cutadapt and aligned with STAR version 2.4.2. to the mouse genome assembly version of July 2007 (NCBI37/mm9). Read counting was done with FeatureCounts version 1.5 and converted to TPMs using R 3.6 and custom scripts. Normalization

and differential analysis was performed with the DESeq2 version 1.24.0 (19). 

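A joint estimate of the spread was also used here, with all 6 PB libraries in a single limma model, so that the *Bhlha15* CreER/CreER libraries inform the variance of each gene although they are not part of the Xbp1 comparison. The median residual SD of the genes was 0.109 on the log2 scale, and limma weighted the common variance trend with 5.20 prior degrees of freedom. A model of only the 4 libraries compared gave the same counts of 198 lower and 29 higher genes, and 197 of the 198 lower genes were shared by both models.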

For RNA-seq comparison of the Xbp1-dependent gene expression in PBs, we considered the samples 124150-124155 (GSM5823267- GSM5823272; **Supplementary Table 3**) together for normalization and dispersion estimation. For RNA-seq comparison of the Mist1-dependent gene expression in splenic PCs, we used samples 137948-137951 (GSM5726098-GSM5726101; **Supplementary Table 3**) together for normalization and dispersion estimation. The data of the experimental genotypes were finally compared with those of the controls, and genes with an expression difference of > 3-fold, an adjusted *P* value of < 0.05 (Wald-test), an expression value of > 5 TPM (at least in one sample) were considered significant. The immunoglobulin and T cell receptor genes were excluded from the TPM calculation. Gene set enrichment analysis (GSEA) was performed using the GSEA software from the Broad Institute (20). Genes were ranked based on their shrunken log<sub>2</sub>-fold change, determined by the DESeq2 package, and were compared to the gene sets described in the manuscript. All analyses were implemented as R version 3.6 scripts.

### Statistical analysis

Statistical analysis was performed with the GraphPad Prism 8 software. Unpaired Student's *t*-tests were used to assess the statistical significance of one observed parameter between two experimental groups. The Mann-Whitney test was used to assess the statistical significance of the size of a multitude of ELISPOTs between three experimental groups.

### Data availability

The RNA-seq and ChIP-seq data (**Supplementary Table 3**), which were generated for this study, are available at the Gene Expression Omnibus (GEO) repository under the accession number GSE190591.

### References

1. A. Karki *et al.*, Silencing Mist1 gene expression is essential for recovery from acute pancreatitis. *PLoS One* **10**, e0145724 (2015).
2. C. Hetz *et al.*, Unfolded protein response transcription factor XBP-1 does not influence prion replication or pathogenesis. *Proc. Natl. Acad. Sci. USA* **105**, 757-762 (2008).
3. S. Driegen *et al.*, A generic tool for biotinylation of tagged proteins in transgenic mice. *Transgenic Res* **14**, 477-482 (2005).
4. M. D. Tallquist, P. Soriano, Epiblast-restricted Cre expression in MORE mice: a tool to distinguish embryonic vs. extra-embryonic gene function. *Genesis* **26**, 113-115 (2000).
5. K. Kwon *et al.*, Instructive role of the transcription factor E2A in early B lymphopoiesis and germinal center B cell development. *Immunity* **28**, 751-762 (2008).
6. A. Kallies *et al.*, Plasma cell ontogeny defined by quantitative changes in Blimp-1 expression. *J. Exp. Med.* **200**, 967-977 (2004).
7. G. Shi *et al.*, Loss of the acinar-restricted transcription factor Mist1 accelerates Kras-induced pancreatic intraepithelial neoplasia. *Gastroenterology* **136**, 1368-1378 (2009).
8. K. G. Smith, A. Light, G. J. Nossal, D. M. Tarlinton, The extent of affinity maturation differs between the memory and antibody-forming cell compartments in the primary immune response. *EMBO J.* **16**, 2996-3006 (1997).

9. J. Stadlmann, M. Pabst, D. Kolarich, R. Kunert, F. Altmann, Analysis of immunoglobulin glycosylation by LC-ESI-MS of glycopeptides and oligosaccharides. *Proteomics* **8**, 2858-2871 (2008).
10. D. Maresch, F. Altmann, Isotype-specific glycosylation analysis of mouse IgG by LC-MS. *Proteomics* **16**, 1321-1330 (2016).
11. R. Revilla-i-Domingo *et al.*, The B-cell identity factor Pax5 regulates distinct transcriptional programmes in early and late B lymphopoiesis. *EMBO J.* **31**, 3130-3146 (2012).
12. B. Langmead, C. Trapnell, M. Pop, S. L. Salzberg, Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol.* **10**, R25 (2009).
13. A. R. Quinlan, I. M. Hall, BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**, 841-842 (2010).
14. H. Li *et al.*, The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**, 2078-2079 (2009).
15. R. M. Kuhn, D. Haussler, W. J. Kent, The UCSC genome browser and associated tools. *Brief. Bioinform.* **14**, 144-161 (2013).
16. A. McKenna *et al.*, The Genome Analysis Toolkit: a MapReduce framework for analyzing next-generation DNA sequencing data. *Genome Res.* **20**, 1297-1303 (2010).
17. Y. Zhang *et al.*, Model-based analysis of ChIP-Seq (MACS). *Genome Biol.* **9**, R137 (2008).
18. A. Aszodi, MULTOVL: fast multiple overlaps of genomic regions. *Bioinformatics* **28**, 3318-3319 (2012).
19. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).
20. A. Subramanian *et al.*, Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc. Natl. Acad. Sci. USA* **102**, 15545-15550 (2005).

How the deposited data were processed for this re-analysis (not part of the article)

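The data comprise 10 RNA-seq libraries and 2 lists of Mist1 peaks. The RNA-seq libraries come from iGB-derived PBs of *Xbp1* fl/fl, *Cd23*-Cre *Xbp1* fl/fl and *Bhlha15* CreER/CreER mice on day 8 of culture and from splenic PCs of *Bhlha15* fl/fl and *Cd23*-Cre *Bhlha15* fl/fl mice on day 7 after immunization, with 2 libraries for each group. Mist1 Bio-ChIP-seq was performed by the authors on PBs after 4 days of LPS stimulation. Conditions and replicates were taken from Supplementary Table 3 and the sample labels. The labels carry no replicate numbers that pair libraries of different groups and no batch, so that samples were treated as unpaired and batches were not examined.

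The deposited TPM values were made by the authors, who trimmed adapters with cutadapt, aligned the reads with STAR to the mm9 genome, counted them per gene with FeatureCounts, divided the counts by gene length and scaled each library to a sum of 1000000 without the immunoglobulin and T cell receptor genes. The authors tested genes with DESeq2 on read counts, which TPM cannot replace, and limma was used here instead. TPM keep no record of the number of reads, so that the depth of the libraries is unknown and no counting interval is given for a gene. Some gene names, 3537 in the PB files and 3539 in the PC files, carry a suffix that reads as a mark of overlap and whose meaning was not examined. Of 156 genes looked up, 24 carry it and 34 have exons that overlap another gene in the annotation used here, and neither set contains the other. The peak lists were made by the authors with Bowtie and MACS and give positions alone.

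Libraries were read by gene name and scaled by the median of ratios to the geometric mean over genes above 0 in every library of a model. Genes with at least 1 TPM in at least 2 libraries were fitted on the log2 of scaled TPM plus 0.1 with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a trend of the variance on expression. The 6 PB libraries formed a model with a contrast for each mutant genotype against *Xbp1* fl/fl PBs, and the 4 PC libraries formed another. Adjusted p-values are Benjamini-Hochberg values over all genes of a contrast unless a list is named. Genes were called at a fold above 3, an adjusted p under 0.05 and a mean above 5 deposited TPM in the group with the higher value, which follows the thresholds of the paper. The fits rest on 2 libraries for each group, and leaving out a library gives fold changes without a test.

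Lists of genes were tested with camera at a preset correlation of 0.01 and with fry (statmod 1.5.0), and by the percentile of their median log2 fold change among 10000 random lists, in which each gene was drawn from the 100 genes closest in expression. The lists were the 46 genes of UPR or ER function and the 88 Mist1-activated genes from the supplementary tables, and lists written by hand from general knowledge of 16 neutrophil genes, 14 T cell genes, 10 fibroblast genes and 20 targets of ATF4. The hand-written lists were set after Supplementary Table 1 had been read, and 6, 2, 0 and 5 of their genes are in that table. Of the lists tested, camera and fry gave the same calls at p under 0.05 except for the fibroblast list. The p-values of the 7 list tests were adjusted over these tests, and those under the alternatives are unadjusted. Fisher's exact tests and exact Clopper-Pearson intervals at 95%, as well as permutation tests with 100000 resamples, were two-sided.

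Peaks were handled with bedtools 2.31.1 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Peaks sharing at least 1 bp were merged to common regions and assigned to a TSS within 1 kb, a gene body or distal sequence by protein-coding genes of GENCODE release M1. E-boxes were counted on either strand in 200 bp windows, and a gene was scored for regions within 10 kb. Gene length and GC content were taken from the longest coding transcript of a gene, and overlapping exons and near-identical transcripts, at 95% identity over at least 200 bp by blastn 2.17.0, were listed for the genes named.

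The genes named are those that the paper names in its results, in Figures 1A, 1C, 1G, 1H, 5D, 5F, 5G and 5I or in both of its lists of regulated genes, the 10 genes with the largest changes among those called in each contrast with separated libraries, and the genes of the lists. Genes called here and absent from the supplementary tables, the genes missed here, *Stt3a*, *Hdac11* and the genes singled out in *Bhlha15* CreER/CreER PBs outside this rule were chosen after their values were seen. The groups, tests, thresholds, gene rule and alternatives were chosen before the data were examined, apart from the alternatives and tests that the text says were chosen later. Alternatives were TPM as deposited, quantile normalization, pseudocounts of 1 and 0.01, other filters on low values, eBayes without the trend or robust, models of only the libraries compared, another TPM rule, each library left out in turn, other overlaps of peaks and other rules of peak location. The procedure was tested on simulated libraries, drawn with independent normal noise of the spread that limma estimated for each gene. Changes beyond the fold threshold were added to 200 genes with a control mean above 5 TPM. The procedure called 199, 197 and 200 of these genes in the Xbp1, *Bhlha15* CreER/CreER and Mist1 contrasts, and 1, 3 and 3 unchanged genes. As the noise follows the model and the changes are large, these counts check the code and do not measure error rates on real replicates. The Xbp1 and E2A peaks, the ATAC-seq data, the other RNA-seq data of the study and the gene sets used for GSEA were not analysed here. A further test of T cells among the sorted PBs, also chosen after the values were seen, is not reported here.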

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

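The tests of feeder RNA, of the neutrophil list against the fibroblast list, of the T cell receptor complex and of the Mist1-repressed genes matched on gene length or on expression in PBs were chosen only after the result was seen.

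The paper uses the libraries of *Bhlha15* CreER/CreER PBs for normalization and does not report their genes, and they showed a signal of their own. Compared with *Xbp1* fl/fl PBs, 39 genes had an adjusted p under 0.05 from limma, 33 lower and 6 higher. These counts depend on the scaling, with 74 lower and 12 higher genes in TPM as deposited and 68 and 12 after quantile normalization. *Bhlha15* was at 0.210 and 0.551 TPM, a log2 fold change of -8.51. This change was between -9.12 and -7.91 when each library was left out in turn. Over the alternatives that keep all libraries, it was between -8.85 and -6.95. Called lower besides *Bhlha15* were *Rab3d* (-2.87), *Serpini1* (-1.87) and the short RNA *Mir2861*, and called higher were *Snord37* (1.65) and *Mir677*, which was listed at 0 in *Xbp1* fl/fl PBs. *Mir7094-1* and *Mir568* were listed at 0 in the *Bhlha15* CreER/CreER libraries and *Mir6769b* in the *Xbp1* fl/fl libraries. Of the 33 lower genes, 32 were also lower in Mist1-deficient PCs, 27 of them with an adjusted p under 0.05. The 80 tested Mist1-activated genes of Supplementary Table 2 had a median log2 fold change of -0.59 in these PBs, and 73 were lower (limma, camera adjusted p = 1.69e-40 and fry adjusted p = 0.000793 over 7 lists). An adjusted p under 0.05 was reached by 12 of them among all genes tested and by 51 when adjusted over the list alone. Without *Bhlha15*, the median was -0.59 for 79 genes, outside the 95% range of -0.079 to 0.023 of random lists.

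Several technical explanations of the changes in *Bhlha15* CreER/CreER PBs were tested. Strain sequence kept around the modified allele would place changed genes near *Bhlha15*, but of the 3 called genes with a known place other than *Bhlha15*, 0 lay within 20 Mb of it, as did 0 of 32 genes with an adjusted p under 0.05, while 1.81% of all tested genes do. At an unadjusted p under 0.05, 1267 genes differed, whose place was not examined. Control libraries shared with the Xbp1 comparison raise the correlation of both contrasts. Pearson's r across genes was 0.314, and its range was 0.124 to 0.270 in 100 simulations with an unchanged group (genes are not independent replicates). The number of genes with an adjusted p under 0.05 in both contrasts and in the same direction was 31, against 0 to 5 in the simulations. In the simulations, all 6 libraries were redrawn with noise independent between genes. Deviations shared by many genes of a library would widen both ranges, so that the simulations cannot exclude shared controls as the cause. Length and GC bias were not tested for this contrast, and genotype is confounded with the cultures from which the libraries were made. In Mist1-deficient PCs, the median of these 79 genes was -2.02, but as the table was selected for a fall above 3-fold in those libraries, the sizes in PBs and PCs cannot be compared. The median of -0.59 is consistent with the hypothesis that loss of Mist1 lowers the same genes in PBs as in PCs.

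Neutrophil genes were higher in Xbp1-deficient PBs. The text of the paper does not discuss them, although Figure 1A labels *S100a8*, *S100a9* and *Camp*. The median log2 fold change of the 12 genes tested, of 16 in the list, was 2.85, above all random lists of the same expression (limma, camera adjusted p = 3.03e-06 and fry adjusted p = 0.000793 over 7 lists). Without *Retnlg* and *Chil3*, which were listed at 0 in both *Xbp1* fl/fl libraries, the median was 1.90. 11 genes were higher, 9 had an adjusted p under 0.05 among all genes and 11 when adjusted over the list alone, and 6 are in Supplementary Table 1, from which the study picked them on these libraries. In *Xbp1* fl/fl PBs, 7 of the 16 genes reached 1 TPM. *S100a8* was between 43.6 and 45.7 TPM in the Xbp1-deficient libraries and at most 2.45 TPM in the other PB libraries, *S100a9* between 39.4 and 43.2 TPM against at most 3.08 TPM, *Ngp* between 18.7 and 20.9 TPM against at most 1.04 TPM, and *Lyz2*, which is nearly identical to *Lyz1*, between 15.1 and 15.8 TPM against at most 6.59 TPM. *Elane* and *Mpo* stayed below 1 TPM in all PB libraries. The 6 tested genes outside Supplementary Table 1 had a median of 1.53 with 5 higher, as a few neutrophils among the sorted Xbp1-deficient PBs would give. This median was above the 95% range of -0.63 to 0.94 of random lists. It includes *Retnlg* and *Chil3*, whose changes depend on the pseudocount, and was not tested without them. The other changes were 1.81 for *Cd177*, 1.26 for *Lyz2*, 0.53 for *Mmp9* and -0.19 for *Pglyrp1*. The neutrophil median exceeded the fibroblast median by 2.62, beyond the 95% range of -0.30 to 0.61 of random pairs, but the fibroblast genes were high in all PBs, which would hide a small added share, so that a general rise of genes of other cell types stays open. A rise of these genes in the PBs themselves through loss of Xbp1 stays open, and it is confounded with a difference in culture or sorting between the genotypes.

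Targets of ATF4, a transcription factor of the response to amino acid shortage and ER stress, were higher in Xbp1-deficient PBs. The median log2 fold change of 19 tested genes was 0.83, above all random lists (limma, camera adjusted p = 1.20e-13 and fry adjusted p = 0.000793 over 7 lists), with 17 of them higher, and 17 with an adjusted p under 0.05 among all genes and when adjusted over the list alone. In *Xbp1* fl/fl PBs, 19 of the 20 genes of the list reached 1 TPM, and 5 are in Supplementary Table 1. *Slc7a3* rose by 2.82, *Atf5* by 2.23, *Vegfa* by 1.75 and *Ddit3*, which overlaps *Mars*, by 1.59 on the log2 scale. The 14 tested genes outside Supplementary Table 1 had a median of 0.71 with 12 higher. Scaling is argued against as the cause, since the lower of the medians with TPM as deposited and quantile normalization was 1.04, where the median of all genes shifted by 0.21 and 0.073. The trends with transcript length and GC content were also too small, with a size of 0.112 and 0.0860 on the log2 scale between the ends of the central 95% of genes. Greater activity of ATF4 after loss of Xbp1 is a candidate explanation, and a difference in the culture of both genotypes was not tested.

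T cell genes as a list were also higher in Xbp1-deficient PBs. The median log2 fold change of 7 tested genes, of 14 in the list, was 0.84 (limma, camera adjusted p = 0.0226 and fry adjusted p = 0.0103 over 7 lists), 5 were higher, 4 had an adjusted p under 0.05 (3 of them higher), also when adjusted over the list alone, and 2 are in Supplementary Table 1. All 7 reached 1 TPM in *Xbp1* fl/fl PBs. *Cd2* rose from 6.72 to 25.9 TPM and *Thy1* from 37.0 to 106 TPM, while *Cd28* changed by -0.43 and *Lck* by -0.34. T cells would bring the genes of their receptor complex and co-receptors, but the summed rise of *Cd3d*, *Cd3e*, *Cd3g*, *Cd247*, *Cd4*, *Cd8a* and *Cd8b1* was 3.18 TPM, which is 3.62% of the summed rise of 88.0 TPM of *Thy1* and *Cd2*, and 2.87 TPM of it came from *Cd3g*. T cells among the sorted PBs are thus argued against as the source of the rise of *Thy1* and *Cd2*. An effect of Xbp1 loss on these genes in the PBs stays open, as does a difference between the cultures.

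Fibroblast genes were high in the iGB PB libraries. *Col1a1* was between 459.7 and 904 TPM in the 6 PB libraries and between 0.332 and 0.451 TPM in the PC libraries, and *Sparc* between 123 and 230 TPM against 0.980 and 1.36 TPM. Of the 10 genes of the list, 9 were above every PC library in every PB library, the exception being *Postn* with at most 0.123 TPM. RNA of the 40LB feeder cells on which the PBs were grown is a candidate source, which the 9 genes are consistent with. The PBs and PCs differ in their culture, cell stage and experiment, so that expression of these genes by cultured PBs stays open. Between the genotypes, the list had a median log2 fold change of 0.22 in Xbp1-deficient PBs, above the 95% range of -0.42 to 0.18 of random lists (limma, camera adjusted p = 0.0360 and fry adjusted p = 0.360 over 7 lists), 8 of 9 genes higher, and 2 genes with an adjusted p under 0.05 among all genes and over the list alone.

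Among the 11 Mist1-repressed genes of Supplementary Table 2, a share of 18.2% had a common Mist1 region within 10 kb, a signal in peaks the paper does not discuss by gene. Low expression in PCs and gene length are argued against as the cause, since random lists matched on both had between 45.5 and 100% with a median of 72.7%. In random lists matched on expression in *Xbp1* fl/fl PBs, where 6 of the 11 genes were under 1 TPM, the lower end of the 95% range was 36.4%. This argues against low expression in iGB-derived PBs as the cause. Expression in LPS-stimulated PBs was not analysed, so that low expression in those cells stays open. The peaks were mapped in LPS-stimulated PBs and the genes were called in splenic PCs, and a difference of Mist1 binding between both cell types stays open. As the genes are few, the pattern may also rest on how these 11 were selected, which was not tested.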

How the results depend on the processing

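The alternative rules of peak location, the single peak lists, and the peak shares by gene body or matched on gene length were chosen after seeing the data, so that these tests were chosen only after the result was seen. No paired analysis was possible because the groups share no replicate numbers. A stricter threshold of the peaks could not be run, since the lists hold no p-values.

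The counts of called genes, the list medians, the transcription factor genes, the overlaps of peaks and the binding tests kept their direction and their side of the threshold in the alternatives except as follows. Over the alternatives that keep all libraries of a contrast, the counts were between 131 and 200 for Xbp1-activated, 21 and 38 for Xbp1-repressed, 65 and 94 for Mist1-activated and 8 and 17 for Mist1-repressed genes. Lower genes of *Bhlha15* CreER/CreER PBs were between 3 and 5. The median of the Mist1-activated list was between -0.66 and -0.50 in these PBs and between -0.63 and -0.40 in Xbp1-deficient PBs, that of the neutrophil list between 1.55 and 3.05 and that of the ATF4 targets between 0.82 and 1.05.

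Scaling mattered most in the Xbp1 comparison, as TPM without scaling shift the median log2 fold change of all genes by 0.21 and quantile normalization by 0.073. With TPM as deposited, 131 genes were called lower and 128 were shared with Supplementary Table 1, and the share of lower genes among those with an adjusted p under 0.05 was 28.4% in place of 63.6%. In the same setting, the log2 fold changes became significant at 0.46 for *Irf4*, 0.49 for *Prdm1*, 0.38 for *Ikzf1* and 0.42 for *Tcf3*, and that of *Tcf4* reversed to 0.21 (adjusted p = 0.0481), all of them to be read against the shift of 0.21. Other small changes reversed, to 0.015 for *Pglyrp1*, 0.18 for *Col3a1*, 0.19 for *Atf3*, 0.075 for *Ppp1r15a* and, in *Bhlha15* CreER/CreER PBs, to -0.013 for *Irf4*. The medians of the T cell and fibroblast lists were 1.04 and 0.43, with camera p of 0.147 and 0.171, no longer under the threshold. With quantile normalization, the changes became significant at 0.47 for *Irf4*, 0.46 for *Prdm1*, 0.34 for *Ikzf1* and 0.39 for *Tcf3*, and reversed to 0.12 for *Tcf4*, 0.025 for *Col3a1*, 0.0056 for *Atf3*, -0.084 for *Irf4* in *Bhlha15* CreER/CreER PBs and -0.029 for *Xbp1* in Mist1-deficient PCs. The T cell median was 0.80 (camera p of 0.108 from limma) and the fibroblast median 0.42 (0.0649), also above the threshold. In the PCs, the share of lower genes among those with an adjusted p under 0.05 was 55.0%, 61.1% with TPM as deposited and 47.8% with quantile normalization.

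With a pseudocount of 1, 0 genes were called higher in *Bhlha15* CreER/CreER PBs, 8 Mist1-repressed genes were called, 6 of them in Supplementary Table 2, and the difference between bound and unbound Xbp1-repressed genes was -0.47 (permutation p = 0.0793). Without the trend of the variance, 0 genes were called higher in *Bhlha15* CreER/CreER PBs (1267 genes had an unadjusted p under 0.05 in either direction with the trend), the change of *Ikzf3* of 0.36 had an adjusted p of 0.0506, the fibroblast median of 0.22 had a p of 0.0547, and 10 genes of Figure 5I had an adjusted p under 0.05. With no filter on low values, the median of the UPR and ER genes of 0.065 had a camera p of 0.0478 from limma, and the T cell median went down to 0.37 with a p of 0.0598. With only the 4 libraries compared, *Tcf3* had an adjusted p of 0.0290 at 0.22, and *Tcf4* was at 0.00051. A threshold of 2-fold gave 55 genes changed in both comparisons. The cause of these changes was not tested.

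The location of the common Mist1 regions followed the rule. The share at a TSS was 40.8% with a distance of 2.5 kb, 37.4% with genes of all types, 29.3% with 1 TSS for each gene and 31.6% by the midpoint of a region. In the same order, gene bodies held 31.6%, 36.5%, 41.6% and 38.1%, and distal sequence held 27.6%, 26.1%, 29.1% and 30.3%. In the lists of single experiments, these shares were 32.3 to 32.7%, 37.1 to 37.4% and 29.9 to 30.6%. Gene bodies alone held regions in 89.3% of the Mist1-activated and 9.09% of the Mist1-repressed genes.

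With each library left out in turn, fold changes alone were compared. The genes past the fold and TPM thresholds were 194 to 221 for Xbp1-activated, 29 to 48 for Xbp1-repressed, 90 to 127 for Mist1-activated and 11 to 33 for Mist1-repressed genes, with 207, 35, 94 and 20 in all libraries. The count of 11 was without control PC replicate 137948 and that of 33 without replicate 137949. In *Bhlha15* CreER/CreER PBs, 9 to 12 genes were lower and 9 to 19 higher, against 7 and 11, with 12 lower without *Xbp1* fl/fl replicate 124151 and 19 higher without *Bhlha15* CreER/CreER replicate 124152. The log2 fold changes ranged from 0.17 to 0.26 for *Tcf3* and from -0.085 to 0.084 for *Tcf4*. The list medians ranged from 0.018 to 0.13 for UPR and ER genes, from -0.68 to -0.60 and from -0.73 to -0.58 for Mist1-activated genes in *Bhlha15* CreER/CreER and Xbp1-deficient PBs, from 2.56 to 3.09 for neutrophil genes, from 0.75 to 0.92 for T cell genes and from 0.76 to 0.91 for ATF4 targets. The difference between bound and unbound repressed genes was -1.01 to -0.71.

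For the other genes named, 1309 values were computed for 153 changes under the alternatives that keep all libraries, of which 1245 kept their direction and side of the threshold, 42 were weaker, 14 stronger and 8 reversed, over 31 changes. Leaving out a library moved 45 of 612 values by more than the spread of the replicates. As TPM carry no depth, how far counting noise limits the weakly expressed genes and short RNAs was not examined.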

Differences from the paper's values

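None of the alternatives for peak location was set before the data were examined, so that these tests were chosen only after the result was seen.

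The share of common Mist1 regions at a TSS was 35.0%, and the paper's value is 21%. These shares rest on different sets, 23806 merged regions here and 30212 common peaks in the paper. How far the sets account for the difference was not tested. Of the alternatives chosen after seeing the values, 1 TSS for each gene gave 29.3%, which comes closest and is less than 1.5 times the paper's value, whereas the midpoint rule (31.6%), genes of all types (37.4%), a distance of 2.5 kb (40.8%) and the single peak lists (32.7% and 32.3%) are more than 1.5 times as high. None of them reached the paper's value. The share in gene bodies was 35.9%, close to that at TSS, and the paper's value of 49% makes gene bodies by far the largest class. With 1 TSS for each gene, also chosen after seeing the values, gene bodies held 41.6%.

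The paper names *Hdac1* among the activated Mist1 targets. Here, *Hdac1* changed by 0.20 on the log2 scale and was not lower in Mist1-deficient PCs in any alternative, and *Hdac11*, which Supplementary Table 2 lists, fell 2.98-fold. *Hdac11* passed the fold threshold with TPM as deposited and with a pseudocount of 0.01, as its log2 fold changes were -1.59 and -1.61. The paper shows *Stt3b* among the activated genes of Figure 1C, and it fell 2.28-fold here and stayed under 3-fold in the alternatives with all libraries, while *Stt3a* of Supplementary Table 1 fell 3.84-fold.

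The paper states that all 6 transcription factor genes were higher in Xbp1-deficient PBs. After scaling, 5 of 6 were higher, and *Tcf4* had a log2 fold change of -0.0020. TPM as deposited (0.21), quantile normalization (0.12) and a model of only the 4 libraries compared (0.00051), all set before the data were examined, gave values above 0, as did leaving out *Xbp1* fl/fl replicate 124150 or Xbp1-deficient replicate 124154 (up to 0.084). The median of all genes is itself shifted by 0.21 with TPM as deposited and by 0.073 with quantile normalization, so that *Tcf4* did not rise beyond the median gene in the former. With an SE of 0.080, the values -0.0020 and 0.00051 have no direction that can be told from 0.

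The legend of Figure 5I gives all displayed genes an adjusted p under the threshold. Here, 18 of 21 were under it, and *Notch2* (0.0768), *St3gal6* (0.0554) and *Ahnak* (0.112) were not. A filter of at least 5 TPM gave 19 genes, with *St3gal6* at 0.0422, and robust eBayes gave *St3gal6* 0.0477 but 17 genes in all. *Prdm1*, which the paper calls upregulated in Mist1-deficient PCs, rose by 0.25 with an adjusted p of 0.0793 over all genes, between 0.0660 and 0.174 over the alternatives.

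The paper gives 8 genes changed above 3-fold in both comparisons, all of them activated, and 10 were found here, of which *Gnat2* went in opposite directions and *Bhlha15* is the deleted gene of a comparison. With a pseudocount of 1, the count was 8. The paper gives 11 Mist1-repressed genes, and 15 were called here, with 11 under eBayes without the trend. Of the genes in the supplementary tables, *Elmod2*, *Pag1*, *Gm20257*, *Dsp*, *BC002163*, *Ido1*, *Apba1*, *Hdac11* and *Slc17a5* were not called. With the fold taken as the ratio of mean scaled TPM, all 197 Xbp1-activated, 28 of 29 Xbp1-repressed, 87 of 88 Mist1-activated and 11 of 11 Mist1-repressed genes were called. A pseudocount of 0.01 called 196 of the Xbp1-activated and all 88 Mist1-activated genes, and TPM as deposited called 28 of the Xbp1-repressed and 86 of the Mist1-activated genes. The peak lists hold 29413 and 30247 peaks, and the paper's numbers are 35342 and 36634, of which the paper gives 30212 as common. The number shared here was 24839 of the first list and 24602 of the second, at least 1 bp being required.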

Other observations

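The test of the Mist1-activated genes matched on gene length was chosen only after the result was seen.

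Bias by transcript length or GC content was tested as a technical explanation of the genes changed in both main comparisons. In Mist1-deficient PCs, Spearman's rho across genes between the log2 fold change and transcript length was -0.0523 and that with GC content was -0.0215. Of the genes with a transcript (88.1% of those tested), 81 were lower past the fold and TPM thresholds before and after the trend with length was removed, and 80 after the trend with GC content was removed. In Xbp1-deficient PBs, rho was -0.0770 with length and 0.0636 with GC content. Of the genes with a transcript (89.6%), 180 were lower past the thresholds, 178 after the length trend was removed and 180 after the GC trend was removed. Neither bias could be the whole cause of the changes. Genes are not independent replicates, and short RNAs without a coding transcript were left out.

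Mist1 regions lie at many expressed genes, which was tested as an explanation of the bound share of the Mist1-activated genes. A common Mist1 region lay within 10 kb of 83.5% of 11043 tested genes, and of 95.2% of the Mist1-activated genes, above the 95% range of 72.6 to 89.3% of lists matched on expression and of 71.4 to 88.1% of lists matched on expression and gene length. Their expression in PCs and length alone are thus argued against, and a biological link between Mist1 binding and activation stays a hypothesis. Of 95 genes of Supplementary Table 2 placed by the annotation, 78 were bound in the table with a region in the lists, 12 had neither, *D10Bwg1379e* was bound without a region, and 4 had a region without being bound in the table.

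Common Mist1 regions also lay at *Bhlha15*, with 2 in the gene and 4 within 10 kb, and at *Xbp1*, with 2 in the gene and 3 within 10 kb. In *Bhlha15* CreER/CreER PBs, the log2 fold change was 0.20 for *Prdm1* (adjusted p = 0.658 from limma), 0.029 for *Irf4* (0.955) and -0.033 for *Xbp1* (0.956). These PBs are iGB-derived, and the paper's statement on *Prdm1* and *Irf4* is about splenic PCs. Whether the effect differs between both cell types was not tested. *H2-T24* changed by -1.46, *Mib1* by -1.16, *Cep250* by -1.11 and *Dusp9* by 1.08 in these PBs, and all of them also had an adjusted p under 0.05 in the same direction in Xbp1-deficient PBs and Mist1-deficient PCs.

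Neutrophil genes were also present in the libraries of sorted splenic PCs of both genotypes, with *S100a8* between 173 and 357 TPM, *S100a9* between 160 and 333 TPM and *Lyz2* between 104 and 137 TPM. No explanation of these levels was tested.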
